# The Rice NAD^+^-Dependent Histone Deacetylase OsSRT1 Targets Preferentially to Stress- and Metabolism-Related Genes and Transposable Elements

**DOI:** 10.1371/journal.pone.0066807

**Published:** 2013-06-25

**Authors:** Xiaochao Zhong, Hua Zhang, Yu Zhao, Qianwen Sun, Yongfeng Hu, Hai Peng, Dao-Xiu Zhou

## Abstract

Histone acetylation/deacetylation is an important chromatin modification for epigenetic regulation of gene expression. Silent information regulation2 (Sir2)-related sirtuins are nicotinamide-adenine dinucleotide (NAD^+^)-dependent histone deacetylases (HDAC). The mammalian sirtuin family comprises 7 members (SIRT1-7) that act in different cellular compartments to regulate metabolism and aging. The rice genome contains only two Sir2-related genes: OsSRT1 (or SRT701) and OsSRT2 (orSRT702). OsSRT1 is closely related to the mammalian SIRT6, while OsSRT2 is homologous to SIRT4. Previous work has shown that OsSRT1 is required for the safeguard against genome instability and cell damage in rice plant. In this work we investigated the role of OsSRT1 on genome-wide acetylation of histone H3 lysine 9 (H3K9ac) and studied the genome-wide binding targets of OsSRT1. The study reveals that OsSRT1 binds to loci with relatively low levels of H3K9ac and directly regulates H3K9ac and expression of many genes that are related to stress and metabolism, indicating that OsSRT1 is an important site-specific histone deacetylase for gene regulation in rice. In addition, OsSRT1 is found to also target to several families of transposable elements, suggesting that OsSRT1 is directly involved in transposable element repression.

## Introduction

Histone lysine acetylation is an important epigenetic modification for genome function and gene activity. Dynamic modulation of histone acetylation in plants has been shown to be involved in gene expression programs of plant development and responses to environmental conditions [1], [2]. Histone acetylation homeostasis is regulated by the antagonistic actions of histone acetyltransferases (HAT) and histone deacetylases (HDAC). The rice genome contains at least 19 HDAC genes belonging to three classes [3]. Among them, two classes are conserved with the yeast RPD3 (Reduce Potassium Dependency 3) and SIR2 (Silent Information Regulation2) HDACs. The third group, known as HD2, is only found in plants. Yeast SIR2 is a NAD^+^-dependent HDAC required for transcriptional gene silencing of the mating type loci, telomeres and ribosomal repeats. Homologs of the SIR2 protein are called sirtuins and have been implicated in a variety of processes including transcriptional repression, metabolism, apoptosis, and aging in animal cells [4]. In human cells there are 7 sirtuins (SIRT1-7) that have different subcellular localizations. SIRT1 is predominantly localized in the nucleus but also functions in the cytoplasm, while SIRT2 is essentially found in the cytoplasm. SIRT6 and SIRT7 are nuclear, while SIRT3, SIRT4 and SIRT5 are mitochondrial proteins [4]. Among the sirtuins, SIRT6 has been shown to deacetylate H3K9 and H3K56 and to play critical roles in gene expression programs related to aging and metabolic homeostasis and in preventing genome instability in animal cells [5].

Plant genomes contain only two sirtuin-like genes. One is closely related to SIRT6, the other to SIRT4 [3], [6], [7]. The rice homolog of SIRT6 (OsSRT1 also called SRT701) is localized in the nucleus, while that of SIRT4 (OsSRT2 or SRT702) is found in mitochondria [6], [8]. Down-regulation of *OsSRT1* by RNAi produces a lesion-mimic phenotype and induces H3K9 acetylation (H3K9ac) and expression of hypersensitive response-related genes in rice plants [6]. In addition, the transcription of many transposable elements is activated in the RNAi plants, indicating that transposons and cell death-related genes might be among the primary targets of OsSRT1-mediated gene silencing.

The homeostasis of histone H3K9 acetylation regulated by OsSRT1 in controlling genome-wide gene expression remained unclear. It was not known whether OsSRT1 directly targeted to specific genes to undergo histone deacetylation. To study the chromatin function and to identify direct binding targets of the OsSRT1, we first compared the genome-wide H3K9 acetylation profiles between wild type and OsSRT1 down-regulation plants, and then investigated the genomic binding sites of OsSRT1 by chromatin immunoprecipitation assays. Our data indicated that H3K9ac was mostly associated with active genes in rice. *OsSRT1* down-regulation did not drastically alter the genome-wide H3K9ac landscape, but led to increases of H3K9ac over a subset of genes belonging to specific functional categories and transposable elements. OsSRT1 was found to be associated with 1824 genes that showed relatively low levels of H3K9ac. In addition, OsSRT1 binding was significantly enriched in the gene bodies compared to the upstream and the down regions. Gene ontology analysis revealed that OsSRT1 preferentially targets to genes involved in stress-responses and metabolisms and to several families of transposable elements in the rice genome, indicating that OsSRT1 is a site-specific HDAC involved in specific gene regulation and transposon repression.

## Materials and Methods

### Plant Materials

Rice (*Oryza sativa*) cultivar Minghui 63 (MH63) was used in this study. The *OsSRT1* RNAi line was previously reported by Huang et al. (2007) [6].

### Chromatin Immunoprecipitation (ChIP)

ChIP experiments were performed as described [6]. Rice seedlings were grown under 14 h light/10 h dark cycles at 25°C–28°C in ½ Murashige and Skoog media. Two grams of 11-day old seedlings were harvested and cross linked in 1% formaldehyde under vacuum. Chromatin was extracted and fragmented to 200–500 bp by sonication and ChIP was performed by using two antibodies: anti-H3K9ac or anti-OsSRT1. Anti-H3K9ac was purchased from Millipore (07–352). Anti-OsSRT1 was prepared by immunizing rabbits with *E. coli*-produced OsSRT1 protein. The anti-serum was affinity purified with protein-A agarose beads purchased from Millipore (16–157) and tested by Western blots to detect the OsSRT1 protein in rice tissues (Fig. S1). The precipitated and input DNAs were then analyzed by real-time PCR with gene-specific primers. Real-time PCR was performed in a total volume of 25 µL with 1.0 µL of the ChIP products, 0.25 µM primers, and 12.5 µL SYBR Green Master mix (TAKARA) on a 7500 real-time PCR machine (Applied Biosystems) according to the manufacturer's instructions. All primers were annealed at 60°C and run for 40 cycles for ChIP products. The ChIP enrichment for H3K9ac or OsSRT1-binding was quantified by comparing the threshold cycle (C_t_) of the ChIP sample with that of the input with: 2^(Ct of input-Ct of sample ChIP)^ [9]. Three technical repeats were performed.

### ChIP-seq

Precipitated DNA from ChIP assays was PCR amplified with Illumina primers and library fragments of 100–300 bp (insert plus adaptor and PCR primer sequences) were isolated from agarose gels. The purified DNA was captured on an Illumina flow cell for cluster generation. Libraries were sequenced with Illumina Genome Analysis.

### Data Analysis

Sequencing reads from all libraries were mapped to the reference genome (MSU6.0) using MAQ software with default parameters [10]. Reads which could be mapped equally well to unique locations without mismatch or with less than two mismatches were retained for further analysis. Genomic regions associated with histone H3K9ac or OsSRT1-binding were identified using MACS software [11], in which default parameters (bandwidth, 300 bp; mfold, 32; *p*-value of 1.00e-05) and largellocal = 5000 were set up to call peaks representing enriched H3K9Ac or OsSRT1 binding. Peaks in the gene body and the upstream and downstream 2 Kb regions were identified as histone H3K9ac or OsSRT1 binding. The transcription factors in the genome were classified according to PlantTFDB (http://planttfdb.cbi.edu.cn/index.php?sp=Osj).

Gene ontology classification provided in TIGR Rice Genome Annotation Project (http://rice.plantbiology.msu.edu/) was used to assign genes to a hierarchical biological process following the criteria of the Gene Ontology Consortium databases (http://www.geneontology.org/external2go/tigr2go), then the Web Gene Ontology Annotation Plotting tool WEGO was used to plot GO categories (http://wego.genomics.org.cn) [12]. The *p*-value of a particular pathway was calculated with Pearson’s chi-squared test, then corrected by False discovery rate (FDR), with a FDR cutoff of 0.05 as the significance threshold [13]. The ChIP-seq data from this publication is submitted to the GEO database (accession number GSE40054). The accession number of *OsSRT1* RNAi microarray is GSE71976.

To study the distribution of transposons in the genome, we used Repeatmaske (with RM-BLAST as searching engine, the rice transposon sequence database was downloaded in Repbase (http://www.girinst.org/repbase/) to analyze the MSU6.0 version of the rice genomic sequence in high sensitivity. A transposon is considered to have H3K9 acetylation if located inside a peak. We used 2-fold cut-off in analyzing H3K9 acetylation. For TEs numbers less than 100, Fisher’s exact tests were used to test the enrichment. Hyper geometric distribution tests were used for TE numbers greater than 100. We set the *p*-value cut-off as 0.01.

We used MEME (mod anr -nmotifs 5 -minw 5 -maxw 50) to analyze the binding motif of OsSRT1 ChIP-seq peak sequences. MAST software was used to analyze the distribution of the motifs in the MSU6.0 rice genome. Fisher exact test was used in testing enrichment significance.

## Results

### Effect of *OsSRT1* RNAi on Genome-wide Histone H3K9 Acetylation in Rice

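H3K9ac was measured in 1 library of wild type MH63 seedlings and in 1 library of seedlings of the same cultivar in which OsSRT1, a NAD+-dependent histone deacetylase, was down-regulated by RNA interference. Both were prepared from seedlings 11 days old. With no replicates, a difference between the libraries cannot be set against the spread between plants. The authors mapped the reads with MAQ to MSU6.0 and deposited for each library the mapped reads with their sequences of 40 bp, the peaks called by MACS without a control library, and a list of genes with the number of reads of the peaks assigned to each gene. The mapped reads numbered 8054688 in wild type and 9061614 in RNAi, 1.13 times as many. Reads at the same position were kept in the files of mapped reads, while MACS used at most 2 of them and worked with 7993807 and 8969401 reads. The distance between the strands that MACS modelled was 246 bp in wild type and 226 bp in RNAi. Genes were linked to peaks by read number and by the order of loci along the chromosome. By these links, 3381 of 19759 genes in wild type and 3527 of 19862 in RNAi carried the read number of several adjacent peaks added together, and the others that of a single peak. These numbers were not scaled to library size. Peaks and gene lists were compared as deposited, and the reads of both libraries were also recounted over identical bases, each read being placed at the centre of its fragment. Whether numbers are scaled to library size, and whether a gene is compared over the peaks called in each library or over the same bases in both, changes the number of altered genes. Intervals are exact (Clopper-Pearson) 95% binomial intervals and cover counting error only, because PCR-amplified reads are not independent molecules.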

To study the effect of *OsSRT1* down-regulation on histone acetylation in rice, a high-resolution map of the genome-wide distribution of H3K9ac in 11-day old wild type and *OsSRT1* RNAi seedlings was determined by chromatin immunoprecipitation (ChIP) assays followed by high-throughput Illumina/Solexa sequencing (Fig. S1). Values of normalized strand correlation (NSC) and relative strand correlation (RSC) indicated a high quality of the sequence data (Fig. S2). 

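The strand correlations were recomputed from the starts of all mapped reads. NSC, the correlation between the strands at the fragment length divided by the lowest correlation, was 6.99 in wild type and 5.97 in RNAi. RSC, which sets the correlation at the fragment length against that at the read length, was 0.921 in wild type and 0.891 in RNAi. The correlation at the fragment length was highest at a distance of 245 bp in wild type and 220 bp in RNAi. Leaving out the 1% of 1-kb bins with the most reads moved RSC most, to 2.53 and 2.14. When a single read was kept per position and strand, RSC was 2.27 and 1.95, and NSC was 6.50 and 5.47.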

Sequencing reads were mapped to the reference genome of rice (*Oryza sativa* L. ssp. *Japonica* cv. Nipponbare) using MAQ software [10]. About 8–9 million unique sequence reads per sample were identified and mapped to the reference genome (Fig. S2). 

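Of the mapped reads, 7392447 (91.8%) in wild type and 8184251 (90.3%) in RNAi lay at distinct positions and strands. The reads of both libraries were spread over 12 chromosomes, and 40.1% of the wild type reads and 40.9% of the RNAi reads fell inside regions called as peaks in either library. Outside these regions the RNAi library had 1.11 times as many reads as the wild type library.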

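The peak lists held 15568 peaks for wild type and 15888 for RNAi at a MACS p-value threshold of 1e-05. The peaks covered 28.2 Mb in wild type and 28.3 Mb in RNAi, with a median length of 1702 bp and 1657 bp and a median of 158 and 170 reads per peak. The score and fold enrichment of a peak are those given by the authors' MACS run, against the local background of the same library. A fold enrichment of at least 10 changed the number of peaks most and left 140 in wild type and 219 in RNAi, whereas a score of at least 100 left 9571 and 10277. Of the RNAi peaks, 12797 (80.5%, interval 79.9% to 81.2%) overlapped a wild type peak by at least 1 bp. This share changed most, to 76.6%, when only peaks with a score of at least 100 were compared. Seen from the wild type, 82.2% of the peaks overlapped an RNAi peak.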

Genomic regions or peaks associated with H3K9ac were identified using MACS 1.4 software [11]. About 95% of the peaks were mapped to the genic regions which include the gene bodies plus 2 kb upstream and 2 kb downstream regions (Fig. 1A). H3K9ac was found in about 45% (18219/40578) of the rice non-transposable element (TE)-related genes, compared to less than 10% (1542/16220) of TE-related genes in both the RNAi and wild type plants (Fig. 1B). H3K9ac was found to be clearly enriched near the 5′ transcriptional start site (TSS) of non-TE-related genes (Fig. 2A). The enrichment at the 5′ end was more pronounced for genes larger than 1.5 kb (Fig. 2B, 2C). In smaller genes (<1.5 kb), there was no such a clear enrichment (Fig. 2B). An enhanced enrichment in genes with sizes between 1.5 and 10 Kb was observed in the RNAi plants (Fig. 2C). In addition, a small peak of H3K9ac was observed at the 3′ end of the bodies of large genes (>5 kb) (Fig. 2B, 2C). Although the function of the 3′ end peak of H3K9ac was not known, these genes showed higher than average gene expression levels (Fig. 2D). One possible explanation was that the 3′ peak might be due to enriched H3.3 over active large genes in plants [14]. A total of 19671 genes were found to be marked by H3K9ac in wild type seedlings (Fig. 3), more than 91% of which overlapped with previously published genes that are marked by H3K9ac in rice seedlings [15]. 

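The gene list of the wild type library held 19761 genes, with a median of 188 reads per gene. They made up 34.8% (interval 34.4% to 35.2%) of the 56798 genes that Table 1 of the paper gives for the genome. A minimum of 100 reads per gene changed the number most and left 15851 genes. The previously published gene list was not analysed here.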

Comparison of the H3K9ac ChIP-seq data with the 11 day-old rice seedling transcriptomic data corroborated the correlation between H3K9ac and gene expression (). 

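The gene list of the RNAi library held 19865 genes, with a median of 207 reads per gene. Of these, 16981 were also in the wild type list, a share of 85.5% (interval 85.0% to 86.0%). Among genes with at least 100 reads in both lists the share was 83.9%, the largest change under the alternatives tried. Over the genes in both lists, the median ratio of read numbers, RNAi to wild type, was 1.11 as deposited and 0.985 after scaling to library size.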

A similar number of H3K9ac-marked genes were found in *OsSRT1* RNAi plants, of which 93% were overlapped with those from the wild type plants (Fig. 3). 

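In the RNAi list, 2884 genes were not in the wild type list, and 2780 genes were in the wild type list only. When a gene listed in only 1 library counts as changed, 3676 genes had a more than 2-fold higher read number in RNAi and 3209 a more than 2-fold lower one, so that 53.4% of the changed genes were higher in RNAi. After scaling to library size the numbers were 3459 and 3420. Among genes in both lists only, 792 were higher and 429 lower, a share of 64.9% higher, but after scaling 575 of them were higher and 640 lower. Reads were also recounted in both libraries over the bases of all peaks of a gene, a comparison chosen after the data had been seen, and this changed the numbers most, with 438 genes more than 2-fold higher and 248 more than 2-fold lower. Peaks called in RNAi only numbered 3091, had a median scaled difference of 1.27-fold over the same bases and exceeded 2-fold in 15.2% (interval 13.9% to 16.5%). The 2777 peaks called in wild type only had a median difference of 1.31-fold and exceeded 2-fold in 10.3%. With at least 50 reads in each list, the largest increases were those of LOC_Os03g07300 and LOC_Os03g07310, which share their read numbers and had a scaled ratio of 1.15 over the same bases, and of LOC_Os12g05000 on chromosome 12, with 68 reads in wild type and 646 in RNAi. LOC_Os12g05000 had 1 linked peak in wild type and 3 in RNAi, and over the same bases it had 563 and 654 reads, a scaled ratio of 1.03 (interval 0.921 to 1.16). The largest decreases were those of LOC_Os01g48220, from 508 to 60 reads, LOC_Os01g65900, from 809 to 98, and LOC_Os01g60230, from 605 to 81. Over the same bases LOC_Os01g48220 had 564 reads in wild type and 696 in RNAi, and the scaled ratios of the other genes were 0.992 and 1.00.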

A small fraction of genes gained or lost H3K9ac. Likely, *OsSRT1* RNAi did not drastically alter the genome-wide H3K9ac landscape. 

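The peaks of both libraries merged into 18650 regions. The median scaled ratio of reads over these regions, RNAi to wild type, was 0.997, and 86.2% of the regions were within 1.5-fold. Across regions, which are not independent replicates, the log2 read numbers of the libraries had a Pearson correlation of 0.873. An exact two-sided binomial test of the reads of each region, with Benjamini-Hochberg adjustment over all regions and the library sizes as the expected share, compares the 2 libraries and not the conditions. At an adjusted p of 0.05 and at least 2-fold, 490 regions had more reads in RNAi and 304 had fewer. A fold threshold of 1.5 moved these numbers most, to 1049 and 1023. In the 13309 regions with at least 200 reads, the log2 ratio had an SD of 0.36, compared with 0.15 from counting alone. A gain of more than 8-fold was found in 71 regions, and a loss of more than 8-fold in 0. The region with the largest gain, named after its values were seen, lay on chromosome 12 from 8231056 to 8231892 of MSU6.0 and had 0 reads in wild type and 139 in RNAi, at least 41.2-fold more with 3 reads in place of 0 and at least 33.1-fold by the lower limit of the exact interval. The OsSRT1 library, also from wild type plants, had 0 reads there too. The paper proposes from the similar numbers of marked genes and their overlap that OsSRT1 RNAi left the genome-wide distribution of H3K9ac largely in place.

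**Figure D1:**
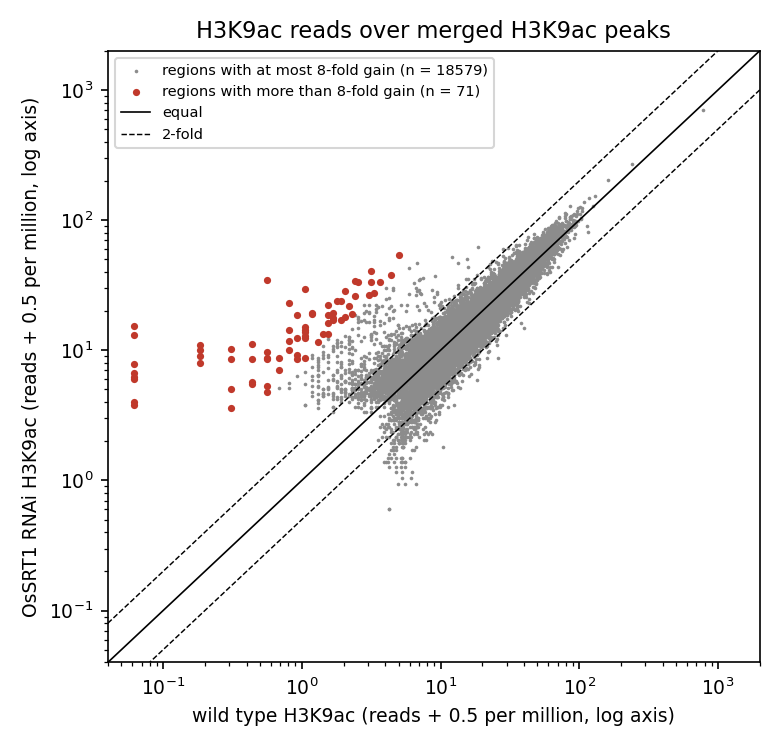
H3K9ac reads of the wild type library (x axis) and the OsSRT1 RNAi library (y axis) over the 18650 merged peak regions, each as reads plus 0.5 per 1000000 mapped reads on log axes. Each point is a region, the solid line marks equal values, the dashed lines mark 2-fold, and the 71 regions with more than 8-fold gain in RNAi are drawn in red.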

Increases of H3K9ac on 12 genes (9 non-TE and 3 TE-related) were confirmed by ChIP-PCR (Fig. 4). Gene ontology analysis of the genes with >2-fold H3K9ac increases revealed a clear enrichment (FDR<0.05) of those involved in metabolism, transcription and response to stimulus (Fig. S4), suggesting that OsSRT1 may regulate H3K9ac levels over these specific classes of genes.

**Figure 1:**
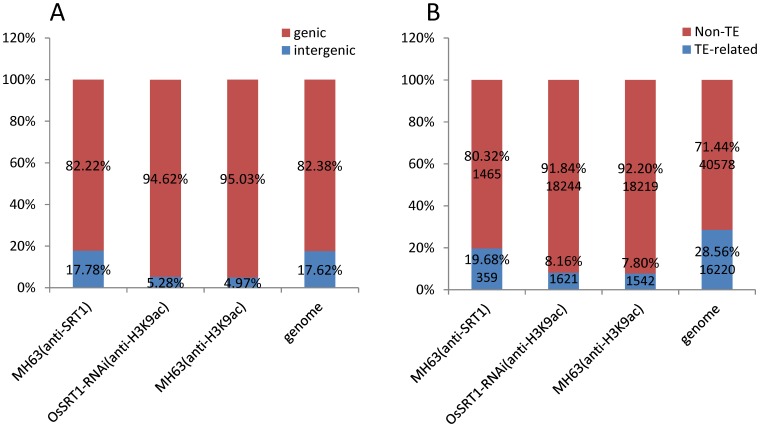
Distribution of H3K9ac and OsSRT1 ChIP-seq read peaks in the genome. A. Distribution of OsSRT1 ChIP-seq (in wild type MH63 plants) and H3K9ac ChIP-seq (in OsSRT1 RNAi and wild type MH63 plants) read peaks in genic versus intergenic regions. Genic region contains the gene body and 2Kb upstream/downstream regions. B. Distribution of ChIP-seq read peaks in transposable element (TE)-related genes versus non-TE genes.

**Figure 2:**
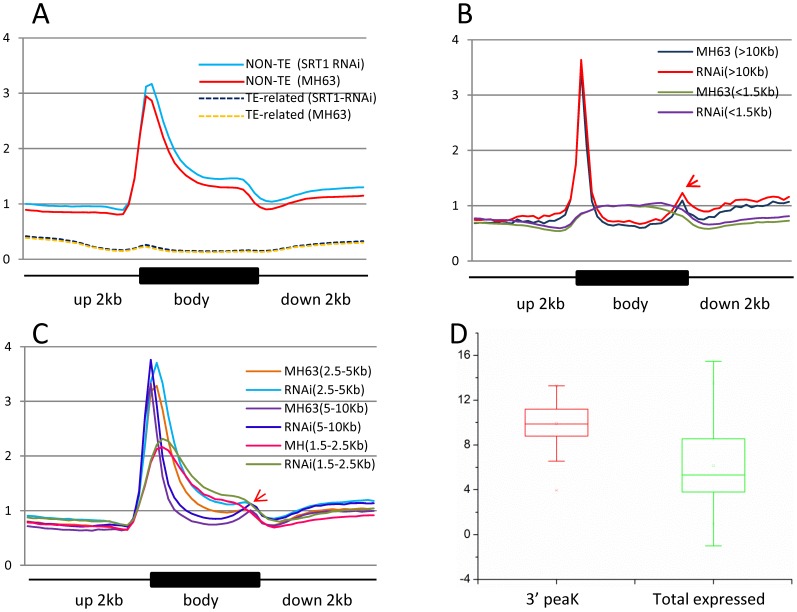
Distribution of H3K9ac over genes. A. H3K9ac distribution is enriched at transcriptional start sites (TSS) of non-TE related genes. Compared to wild type (MH63), OsSRT1 RNAi enhanced the enrichment of H3K9ac at TSS of marked genes. B. C. The TSS enrichment of H3K9ac is detected over genes larger than 1.5 kb. A 3′ end peak of H3K9ac is indicated by arrows. D. Genes with the 3′ peak of H3K9ac show higher expression levels than the average of total expressed genes. *Y* axis in A–C: tag density. The upstream, gene body and downstream regions were divided each into 20 intervals. Tag density = tag number divided by the length of the intervals. *y* axis in D: microarray signals (log2).

**Figure 3:**
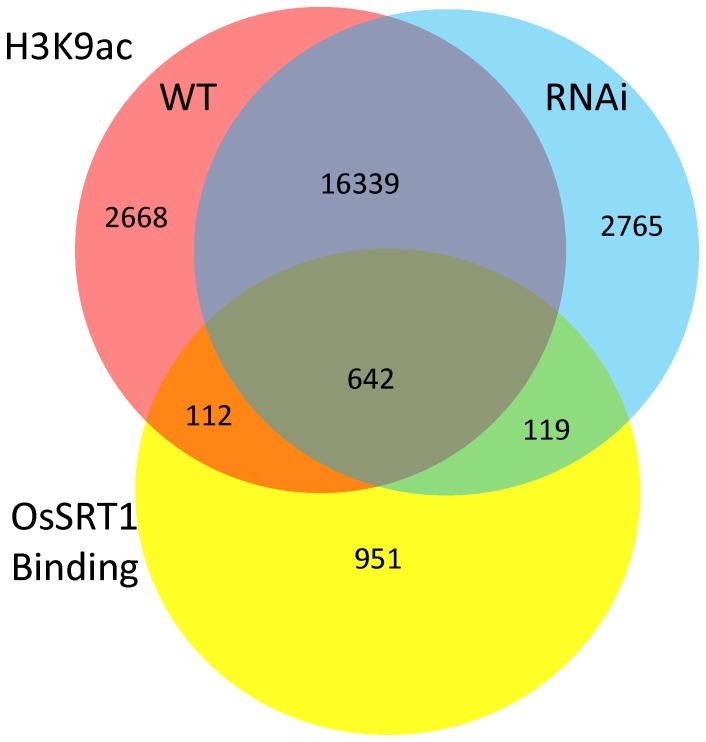
Effect of OsSRT1 RNAi on H3K9ac. Venn diagram of number of genes marked by H3K9ac in wild type (red) and in *OsSRT1* RNAi (blue) plants, and the overlapping with OsSRT1-binding genes (yellow).

**Figure 4:**
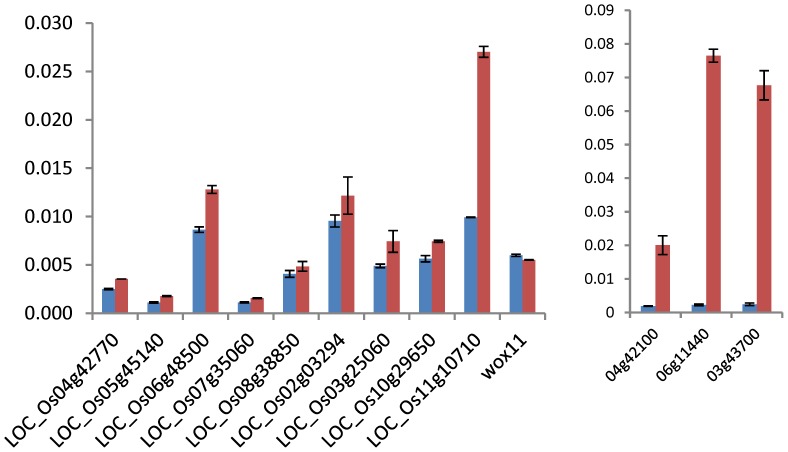
ChIP-PCR tests of H3K9ac on 12 genes in wild type and RNAi plants. Red bars represent the wild type and blue bars represent the RNAi plants. Nine non-TE (left) and 3 TE-related (right) genes were randomly selected. OsWOX11 on which H3K9ac was not detected in the ChIP-seq data was used as a negative control. *y* axis: values relative to input signals.

### Identification of Genome-wide OsSRT1-binding Targets

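OsSRT1 binding was measured in 1 library from wild type MH63 seedlings, 11 days old, precipitated with affinity-purified antibodies raised against OsSRT1 produced in bacteria. A library of RNAi plants precipitated with the same antibodies, an IgG library and input DNA were not analysed here. MACS kept 1 read per position, leaving 1427735 reads, modelled a distance of 200 bp between the strands, and called peaks against the local background of the library itself. The authors assigned a peak to a gene when it lay in the gene body or within 2 kb of it, and of the 1817 listed genes that could be linked to peaks, 24 were linked to several. From these files the peaks were compared with the H3K9ac peaks and with peaks placed at random, H3K9ac reads were counted around peak summits, and the read sequences were searched for short motifs. Gene coordinates and the genome sequence were not used here.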

To study the genome-wide binding sites of OsSRT1, ChIP-seq experiments with anti-OsSRT1 was performed. 

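The OsSRT1 library held 1526499 mapped reads, and the wild type H3K9ac library had 5.28 times as many. Distinct positions and strands made up 93.5% of the OsSRT1 reads. From all reads NSC was 74.8 and RSC 0.158. A single read per position and strand gave 63.9 and 8.00, and leaving out the bins with the most reads moved RSC most, to 15.4. A single site on chromosome 9, from 7411538 to 7411916 of MSU6.0, held 13802 reads on 35 distinct positions, 0.904% of the library, and reads of both H3K9ac libraries piled up there too.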

A total of 15.24 million reads that were analyzed for NSC and RSC for quality check (Fig. S2), were mapped to the genome. Peaks of sequence reads were identified by using MACS 1.4. 

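The OsSRT1 peak list held 1676 peaks with a median length of 528.5 bp, covering 0.953 Mb. The peaks had a median of 12 reads, ranging from 10 to 302, and 848 peaks (50.6%) had 12 reads or fewer. Inside the peaks lay 50526 reads, 3.31% of the library. A score of at least 100 changed the number most and left 64 peaks, whereas 665 had a fold enrichment of at least 10. The highest score, 1410, belonged to a peak on chromosome 2 from 28715199 to 28715925 with 302 reads, which was linked to no gene of the list. It was followed by a peak on chromosome 3 from 27392298 to 27392736, with 64 reads and a score of 430, linked to LOC_Os03g48150. The third lay on chromosome 9 from 19605567 to 19605971, with 59 reads and a score of 409, and was linked to no gene. The links come from matching read numbers and locus order and not from gene coordinates.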

About 82% of the peaks were mapped to the genic regions (the gene bodies plus 2 kb upstream and 2 kb downstream regions) (Fig. 1A). 

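In the OsSRT1 gene list the median was 13 reads per gene, and 629 genes had at least 15 reads. The wild type H3K9ac list held 754 of the OsSRT1-binding genes (41.3%, interval 39.1% to 43.6%). In 10000 random lists of 1824 genes drawn from all genes of the genome, the median number was 634 and the central 95% ran from 595 to 674. Both H3K9ac lists held 642 of the genes, 112 were in the wild type list only, 119 in the RNAi list only and 951 in neither. The division into TE-related and other genes was not analysed here.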

OsSRT1 was found to be associated with 1824 genes (1465 non-TE related and 259 TE-related genes) (Fig. 1B). ChIP-PCR tests of 10 of the genes confirmed the ChIP-seq data (Fig. 5A). Comparison of the OsSRT1 and H3K9ac ChIP-seq peaks revealed that about 12.5% of the OsSRT1-binding peaks overlapped with that of H3K9ac. Therefore, in most cases OsSRT1 was not recruited to H3K9ac-enriched loci. 

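Of the 1676 OsSRT1 peaks, 210 overlapped a wild type H3K9ac peak by at least 1 bp, a share of 12.5% (interval 11.0% to 14.2%). Wild type H3K9ac peaks covered 7.59% of the bases of the chromosomes. In 1000 random placements of the OsSRT1 peaks on the same chromosomes the median share was 10.0%, with 95% of placements between 8.71% and 11.6%, and all 1000 gave a share no higher than the observed one. The placements also fell on bases without mapped reads, where no peak can be called. Reads of any library covered 85.9% of the bases of the OsSRT1 peaks and 50.3% of those of random windows. Whether the overlap exceeds that of sequence with mapped reads was therefore not tested. With a score of at least 100 in both libraries the share moved most, to 17.2% (11 of 64 peaks, interval 8.90% to 28.7%). Against the RNAi H3K9ac peaks it was 12.2%. H3K9ac peaks of either library were overlapped by 259 OsSRT1 peaks, and 1417 (84.5%) overlapped neither. Reads around the summits were counted with 1 read kept per position and strand, and scaled per 1000000 of the reads kept. In the 200 bp next to the summit on the side of higher coordinates, the 259 overlapping peaks had 2.20 wild type and 2.21 RNAi H3K9ac reads per peak. The other 1417 had 0.613 and 0.573.

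**Figure D2:**
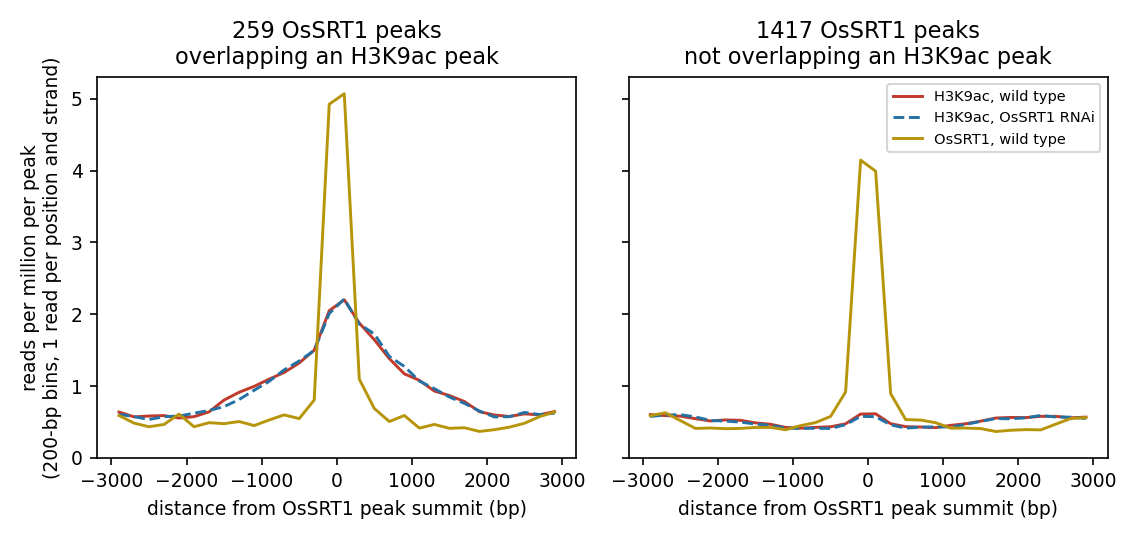
Reads per peak and 1000000 reads in 200-bp bins (y axis) by distance from the OsSRT1 peak summit in bp (x axis). Only 1 read was kept per position and strand, and the 1000000 refers to the reads kept. The left plot shows 259 OsSRT1 peaks overlapping an H3K9ac peak of either library, and the right plot 1417 overlapping none. The red line is H3K9ac in wild type, the dashed blue line H3K9ac in OsSRT1 RNAi and the yellow line OsSRT1 in wild type, which reaches 5.07 on the left and 4.15 on the right.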

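The 754 OsSRT1-binding genes in the wild type H3K9ac list had a median of 176.5 H3K9ac reads (interval 167 to 190). Among 10000 random lists of as many marked genes the median was 188 and the central 95% ran from 177 to 198.5, which places the observed median at percentile 1.71. With RNAi read numbers the median was 200 and the percentile 12.8, the largest change. When the marked genes were divided into 7 intervals of read number, the first interval (28 to 82 reads) held 120 OsSRT1-binding genes among 2787 (4.31%, interval 3.58% to 5.13%) and the second (83 to 124 reads) 127 among 2847 (4.46%). The other intervals held 102, 99, 108, 95 and 103, and the last (360 to 1323 reads) had a share of 3.63% (interval 2.97% to 4.38%). Of the 37037 genes not marked in wild type, 1070 (2.89%, interval 2.72% to 3.06%) were in the OsSRT1 list.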

In fact, OsSRT1 tended to bind to genes with relatively low levels of H3K9ac (Fig. 5B). Interestingly, the OsSRT1 binding was significantly enriched (*p*-value = 2.78E-09) in the gene bodies compared to the upstream or down regions, with a peak toward the 3′ end of the gene bodies (Fig. 5C). Gene ontology analysis revealed also a clear enrichment (FDR<0.05) of OsSRT1-associated genes in metabolism, transcription and response to stimulus (Fig. S5). To refine this analysis, we analyzed the transcription factor gene family. A significant number (*p*-value<0.05) of transcription factor genes were found to show OsSRT1-binding and increased H3K9ac in *OsSRT1* RNAi plants (Table 1).

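The transcription factor genes themselves were not analysed here. With the numbers of such genes that Table 1 of the paper gives and the sizes of the lists recomputed from the deposited files, they made up 4.95% of the 3676 genes with increased H3K9ac (182 genes), 4.00% of the OsSRT1-binding genes (73 genes), 4.51% of the OsSRT1-binding genes marked by H3K9ac (34 genes) and 5.73% of the genes with both OsSRT1 binding and increased H3K9ac (9 genes). The genome-wide share was 3.04%. Fisher's exact test (one-sided) against all genes, as recomputed from these numbers, gave 7.19e-11, 0.0114, 0.0160 and 0.0514, and the two-sided p of the last set was 0.0592. The test takes genes as independent and each list from a single library.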

**Figure 5:**
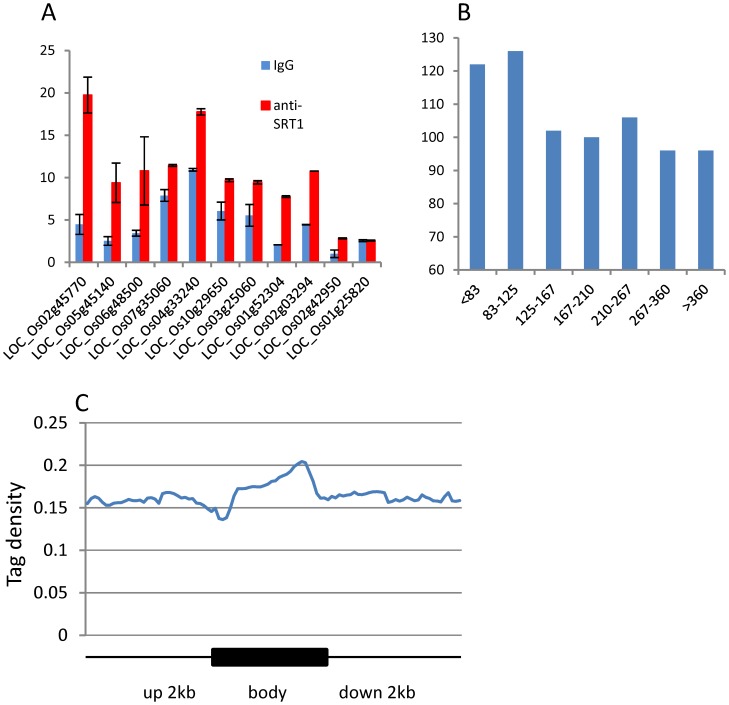
Identification of OsSRT1-binding targets. A. OsSRT1 ChIP-PCR tests of 10 genes randomly selected from the ChIP-seq gene list. IgG-ChIP was used as control. Os01g25820 that was not in the OsSRT1-binding gene list was used as a negative control. B. A higher number of OsSRT1-binding genes showed lower levels of H3K9ac. H3K9ac-marked genes were divided into 7 intervals according ChIP-seq read numbers (*x* axis), which were compared to the OsSRT1 ChIP data (*y* axis). D. Distribution of OsSRT1-binding over the target gene bodies and 2 kb upstream and downstream regions. Each gene was divided into 20 intervals and the upstream and downstream region into 100 bp intervals. The *y* axis is the average read coverage of intervals divided by total reads and by the length of the intervals.

**Table 1:** Enrichment of transcription factor (TF) genes for OsSRT1-binding.

	TF genes	*P-*value(F)	Total genes
H3K9ac increased in RNAiplants	182	9.4e-11*	3688
SRT1-binding	73	0.013*	1824
SRT1-binding and with H3K9ac	34	0.016*	755
SRT1-binding and with H3k9ac increase in RNAi plants	9	0.0526	157
Genome-wide	1728		56798

* significance of enrichments with *p*-value<0.05 by Fisher exact tests (F).

In total there were 157 genes with both OsSRT1-binding and >2-fold increases of H3K9ac in the RNAi plants (Table S1). These genes might be potentially direct targets of OsSRT1 for H3K9 deacetylation. 

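The genes with OsSRT1 binding and a more than 2-fold higher read number in RNAi were 157 in the deposited lists, and all 157 of Table S1 were among them. Of these, 38 were in the wild type list and 119 were not. A more than 2-fold lower read number was found for 132 OsSRT1-binding genes. Random lists of as many genes drawn from those in either H3K9ac list held 142 genes with an increase (central 95% 121 to 163), and the observed number lay at percentile 91.7, whereas lists drawn from all genes held 118 (98 to 138). After scaling to library size, 146 were higher and 139 lower. Recounted over the same bases, 13 of the 157 genes (8.28%, interval 4.48% to 13.7%) were more than 2-fold higher after scaling, which was the largest change. Their scaled ratios ran from 0.740 to 19.7 with a median of 1.17, and 132 were above 1. For 28 of the 38 genes in both lists more peaks were linked in RNAi than in wild type.

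LOC_Os03g07310, annotated as a growth regulator related protein, had the largest ratio in Table S1, with 120 reads in wild type and 1246 in RNAi. Its linked RNAi peaks ran from 3709812 to 3720155 on chromosome 3 of MSU6.0, its wild type peak from 3718921 to 3720122, and over the same bases it had 982 and 1268 reads, a scaled ratio of 1.15 (interval 1.06 to 1.25). LOC_Os06g11440, annotated as a Mutator sub-class transposon protein, had 41 and 313 reads and a scaled ratio of 1.26 over the same bases. LOC_Os05g03200, annotated as an expressed protein, had 83 and 453 reads and a ratio of 0.897. Of the genes absent from the wild type list, LOC_Os10g22430, LOC_Os04g42100 and LOC_Os01g66840 had the most RNAi reads, 635, 624 and 619. Over the same bases they had 466, 393 and 561 wild type reads and scaled ratios of 1.25, 1.43 and 1.01. Among the genes of Fig. 4 and Fig. 5A, LOC_Os07g35060 (OsFBX238, an F-box protein) had 41 wild type and 200 RNAi reads over the same bases, a scaled ratio of 4.29 (interval 3.09 to 6.23). LOC_Os04g33240 followed at 2.94 (1.77 to 5.29), LOC_Os02g45770 (OsMADS6) at 2.67 (1.65 to 4.60) and LOC_Os11g10710 at 1.99 (1.21 to 3.44). The other genes of these figures in Table S1 had ratios between 0.934 (LOC_Os06g48500) and 1.63 (LOC_Os10g29650). LOC_Os01g25820, the negative control of Fig. 5A, had 199 and 228 reads in the H3K9ac lists and a ratio of 1.08. LOC_Os03g43700, as the label of a TE-related gene in Fig. 4 was read by eye, was found in none of the gene lists analysed here. The paper proposes that genes bound by OsSRT1 in wild type that gain H3K9ac when OsSRT1 is down-regulated are potential direct targets of its deacetylase activity.

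**Figure D3:**
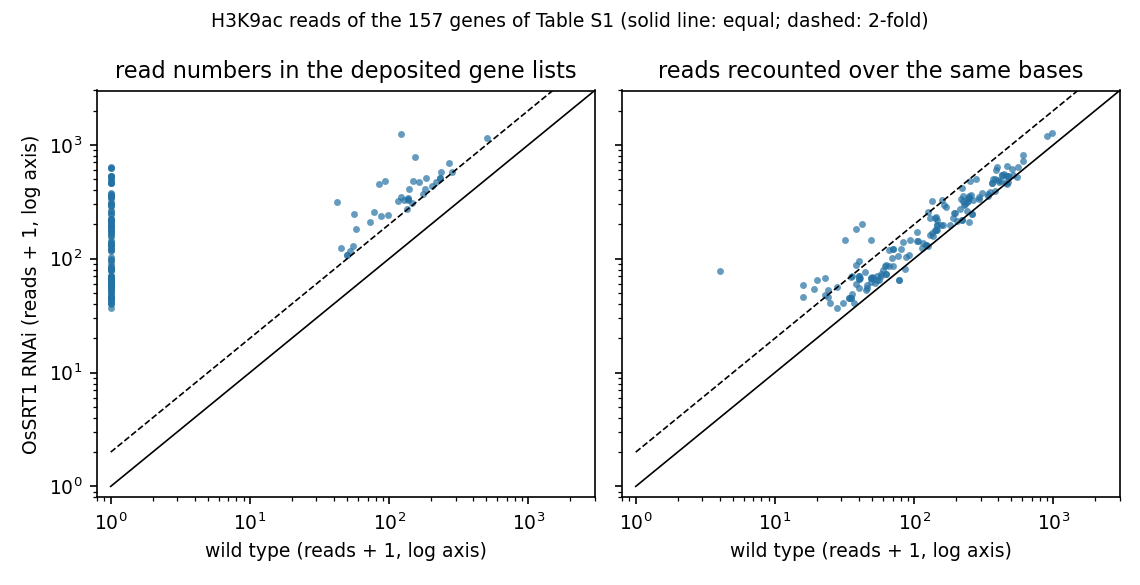
H3K9ac reads of the 157 genes of Table S1 in wild type (x axis) and OsSRT1 RNAi (y axis), each as reads plus 1 on log axes, as given in the deposited gene lists (left) and recounted over the same bases in both libraries (right). Each point is a gene, the solid line marks equal numbers and the dashed line a 2-fold higher number in RNAi, without scaling. The 119 genes not in the wild type list stand at the left edge of the left plot, and on the right 18 of the 157 lie above the dashed line.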

Some of the genes were up-regulated in the RNAi plants as revealed by microarray assays (Table S1). Gene ontology analysis revealed that these genes were more enriched for metabolic pathways compared to the total OsSRT1-binding genes (Fig. 6A). 

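The OsSRT1 peak linked to a gene overlapped an RNAi H3K9ac peak linked to it for 46 of the 157 genes (29.3%, interval 22.3% to 37.1%). Over the same bases these 46 genes had a median scaled H3K9ac ratio of 1.17, ranging from 0.844 to 4.29, and 4 of them exceeded 2-fold. Within 500 bp of the summits of all OsSRT1 peaks, 57990 wild type and 63008 RNAi H3K9ac reads were counted, a ratio of 0.966 per mapped read (interval 0.955 to 0.977). Random sets of windows with like read numbers gave 0.978 to 1.02 in the central 95%. A single site on chromosome 9 contributed 6235 of the wild type and 6367 of the RNAi reads. With 1 read per position and strand the ratio was 0.974 and lay at percentile 5.71 of the random sets. Counting within 1000 bp of the summits moved the ratio most, to 0.979. The 258 H3K9ac regions that overlapped an OsSRT1 peak had a median ratio of 0.957, and of these 6 had gained and 7 had lost more than 2-fold.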

Thirty seven genes showed both the H3K9ac increase in the RNAi plants and the OsSRT1-binding (Fig. 6B; Fig. S6), suggesting that OsSRT1 directly targets to these genes for H3K9 deacetylation.

**Figure 6:**
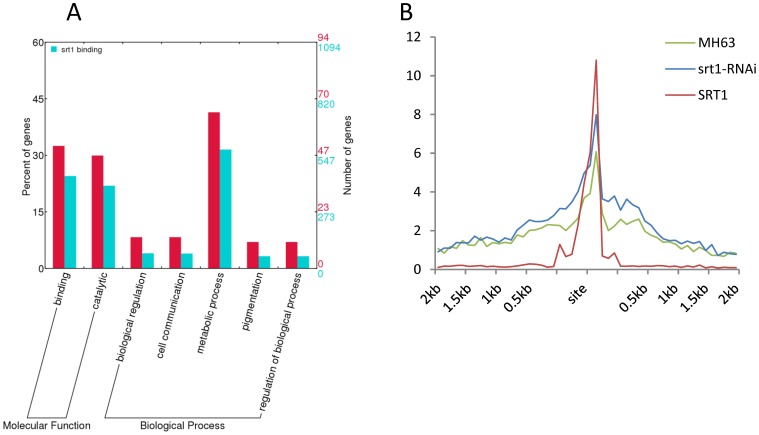
Genes that showed both OsSRT1-binding and H3K9ac increase in RNAi plants. A. 157 genes that showed both OsSRT1-binding and increased H3K9ac in *OsSRT1* RNAi plants (Red) were more enriched for metabolic pathway than the total OsSRT1-binding genes (Blue). B. Overlapping of OsSRT1-binding with increased H3K9ac in RNAi versus wild type plants in 37 of the 157 genes. *Y* axis: tag density defined as in Figures 2 and 5.

### OsSRT1-binding is Enriched Over Specific Families of Transposable Elements

Previous studies showed that *OsSRT1* down-regulation leads to derepression of many transposable elements in rice [6]. Here we analyzed whether transposable element chromatin was modified by H3K9 acetylation or targeted by OsSRT1. H3K9ac was found to be enriched over the long Interspersed Nuclear Elements (LINE) and several DNA element families (i.e. hAT, MITE and Mutator) (*p*-value<0.01), but not found over the other retroelement families (Table 2, Table 3). OsSRT1-binding was found to be enriched over several families of the retroelements (i.e. Gypsy, LTR and LINE families) and the Mutator family of the DNA elements (*p*-value<0.01) (Table 2, Table 3). These data were consistent with the derepression of a large number of genes and transposable elements in *OsSRT1* RNAi plants [6], indicating that OsSRT1 may play an important role for the repression of specific families of transposable elements.

**Table 2:** Histone H3K9 acetylation and OsSRT1-binding on retrotransposons.

	Copia	Gypsy	Total LTR	LINE	SINE	Total Retro-elements
H3K9ac in WT	222(1)	690(1)	974(1)	289(0.154)	378(0.0226)	1641(1)
H3K9ac in RNAi	232(1)	739(1)	1032(1)	316*(3.36E-04)	312(0.810)	1660(1)
H3K9ac increasein RNAi	89(1)	277(1)	383(1)	126*(2.70E-04)	97(0.638)	606(1)
SRT1-binding(Fisher)	50(0.0899)	287*(0)	350*(0)	44*(1.18E-05)	22(0.0864)	416*(7.67E-12)
Genome-wide	12562	54330	69998	6627	8304	84929

In parentheses are indicated *p*-values calculated with Hypergeometric distribution tests or with Fischer exact tests as indicated.

* Significance of enrichment with *p*-value<0.01.

**Table 3:** Histone H3K9 acetylation and OsSRT1-binding on DNA transposable elements.

	hAT	En-Spm	MITE	Mutator	Helitron	Unclassified	Total DNA elements
H3K9ac in WT	497*(3.27E-03)	746(1)	5720*(0)	3000*(0)	220(1)	618(0.652)	10801*(0)
H3K9ac in RNAi	486*(8.38E-04)	737(1)	5480*(0)	2722*(0)	217(1)	616(0.260)	10258*(0)
H3K9ac increase in RNAi	162(0.124)	286(1)	2043*(1.88E-10)	739*(1.67E-11)	89(1)	237(0.0314)	3556*(2.88E-97)
SRT1-binding (Fisher)	29(0.869)	111(0.0623)	220(1)	166*(3.01E-03)	23(0.997)	20(1)	569(1)
Genome-wide	10714	29433	108347	41408	11766	15233	216901

In parentheses are indicated *p*-values calculated with Hypergeometric distribution tests or with Fischer exact tests as indicated. *Significance of enrichment with *p*-value<0.01.

### Identification of Potential OsSRT1-binding DNA Sequences

To find potential DNA motifs associated with OsSRT1, we analyzed OsSRT1-binding peaks by using MEME software, a sequence of 31 bp was found in 28 peaks. This sequence contained an inverted repeat motif with a highly conserved half motif (5′ GATGGGCCGA) that was found within the LTR of the Gypsy retrotransposons. In the rice genome we found that 1209 genes (with 2 kb up- and downstream regions, *p*-value<1E-06) contained the inverted repeats. 

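The genome sequence was not used here, so the conserved sequence GATGGGCCGA was searched, on both strands, in the mapped reads of all libraries, each occurrence being placed by the position of its read. It was found in 5 of the 1676 OsSRT1 peaks (0.298%, interval 0.0969% to 0.695%) and in 7 of 16760 windows of the same lengths placed at random (0.0418%). The two-sided p of Fisher's exact test was 0.00283. The paper derived this sequence from the OsSRT1 peaks themselves, so the test in these peaks is not independent support for it. The sequence is also only the conserved part of the longer motif that the paper describes. Reads covered 85.9% of the bases of the peaks and 50.3% of those of the windows. Against windows with like numbers of read positions, a comparison chosen after the data had been seen, the numbers were 5 of 1667 and 19 of 15555, with p = 0.0760 from the same exact test. With up to 1 mismatch, 36 of the 1676 peaks and 189 of the 16760 random windows held the sequence. This setting was not run against windows with like numbers of read positions. Reads holding it numbered 50.4 per 1000000 in the OsSRT1 library, 55.5 in the wild type H3K9ac library and 43.0 in the RNAi H3K9ac library.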

The motif was significantly enriched among OsSRT1-binding genes (55/1824, *p*-value = 0.0062), suggesting that OsSRT1 may target to this DNA sequence.

## Discussion

H3K9ac is an important epigenetic mark associated with gene activation. The regulation of H3K9ac homeostasis is not fully understood in plants, although histone acetyltransferases targeting to H3K9 have been identified [16]. The analysis of genome-wide H3K9ac in *OsSRT1* RNAi plants indicates that OsSRT1 is a site-specific deacetylase involved in H3K9 deacetylation over many specific genes and TEs. The observations that H3K9ac was enriched at the 5′ end of genes larger than 1.5 kb and *OsSRT1* down-regulation enhanced the enrichment at that position (Fig. 2B, C), suggest that transcriptional start sites may be targeted by OsSRT1. However, the OsSRT1-binding was found to be enriched over the gene bodies. While the meaning of this binding profile is not yet clear, it is speculated that OsSRT1 may contribute to maintain a low level of H3K9ac in gene bodies. In addition, this work revealed that about 45% of rice genes are marked by H3K9ac in 11 day-old seedlings. This percentage corresponds to that of genes marked by H3K4me3 surveyed from seedlings at the same development stage [17]. By contrast, H3K27me3, a gene repression marker, is deposited over a much smaller number of genes in the rice genome [17]. Comparison of H3K9ac- and H3K4me3-marked genes revealed that 76% to 92% of H3K9 acetylated genes were also marked by H3K4me3 [15], [17], indicating that the two modifications co-mark active genes in rice.

The enrichment of genes involved in stimulus (stress) responses for OsSRT1-binding is consistent with the lesion mimic phenotypes observed in *OsSRT1* down-regulation plants and the enhanced tolerance to oxidative stress in *OsSRT1* over-expression plants [6]. Hypersensitive response-related genes were activated in the RNAi plants [6]. Possibly, OsSRT1 may regulate genes involved in stimulus-responses by H3K9 deacteylation, as this category of genes showed increased H3K9ac in *OsSRT1* RNAi plants. In addition, the finding that metabolism-related genes displayed both increased H3K9ac in *OsSRT1* RNAi plants and OsSRT1-binding suggests that OsSRT1 is preferentially involved in metabolic regulation in plants. As NAD^+^-dependent HDACs, sirtuins including OsSRT1 are biochemically linked to cellular metabolisms because NAD^+^ levels influence cellular redox and energy states. In animal cells several sirtuins function as crucial regulators of the networks that control glucose and fat metabolism in response to physiological changes in energy levels. Human SIRT6 is shown to interact physically with HIFα, a transcriptional regulator of glucose metabolism genes, and associate with the promoters of HIFα target genes in a HIFα-dependent manner and regulate histone acetylation levels on these promoters [18]. Considering the specificity of plant cells where primary metabolism and energy states are tightly linked to photosynthesis and photorespiration, it will be of interest to show whether and how OsSRT1 regulates plant energy homeostasis.

Yeast SIR2 and mammalian SIRT6 proteins are shown to be involved in telomere stability or silencing [19], [20]. However, no OsSRT1 ChIP-seq read contained the rice telomere sequence repeats, suggesting that OsSRT1 may not target to telomeres. By contrast, several lines of evidence suggest that OsSRT1 is involved in silencing of transposable elements in rice. 

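The sequences of the mapped reads were searched on both strands for tandem copies of the plant telomere repeat CCCTAAA. Among the reads of the OsSRT1 library, 17 held at least 2 copies, 11.1 per 1000000 (interval 6.49 to 17.8), and 1 held at least 3. The wild type H3K9ac library had 51 such reads with at least 2 copies, 6.33 per 1000000 (interval 4.71 to 8.33), and the RNAi H3K9ac library 55, or 6.07 per 1000000 (interval 4.57 to 7.90). At least 3 copies were held by 1 read of the wild type and 3 reads of the RNAi H3K9ac library. Inside OsSRT1 peaks lay 0 of these reads. Only reads that the authors had mapped to unique positions were searched.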

First, about 18% of OsSRT1-bindig targets were localized to the non genic regions of the genome which are rich in transposable elements (Fig. 1B). In addition, several retroelement families and the Mutator DNA elements were significantly enriched for OsSRT1-binding (Table 2, Table 3). Second, *OsSRT1* down-regulation led to increased H3K9ac and expression of many transposable elements (this work and ref 6). Finally, a number of OsSRT1 ChIP-seq peaks overlapped with an inverted repeat DNA sequence motif found in the LTR of the Gypsy subfamily, raising the hypothesis that the motif may represent a DNA target sequence of OsSRT1.

## Supporting Information

Figure S1 Western blot analysis of SRT1 in wild type (MH63) and OsSRT1 RNAi plants. Affinity purified anti-OsSRT1 was used in Western blots to detect OsSRT1 levels. *E. coli* –produced OsSRT1-GST fusion was used as positive controls. Detection of histone H3 by anti H3 was used the loading control.
(PPTX) Click here for additional data file.

Figure S2 H3K9ac and OsSRT1 ChIP-seq mapped reads in wild type (MH63) and OsSRT1 RNAi plants. A. H3K9ac and OsSRT1 ChIP-seq mapped reads in wild type (MH63) and OsSRT1 RNAi plants. B. Normalized strand correlation (NSC) and relative strand correlation (RSC) values of the ChIP-seq reads, calculated according to http://www.ncbi.nlm.nih.gov/pmc/articles/PMC3431496/.
(PPTX) Click here for additional data file.

Figure S3 Gene expression level is positively correlated to H3K9ac. Rice genes were divided into 3 tiers (low, middle and high) according to microarray signals and compared to average H3K9ac sequence tag density.
(PPTX) Click here for additional data file.

Figure S4 Gene ontology analysis of genes with increased H3K9ac (FDR<0.05). The red columns represent *OsSRT1* RNAi plants and the blue columns represent the total genes.
(PPTX) Click here for additional data file.

Figure S5 Gene ontology analysis of OsSRT1-binding genes (FDR<0.05). A. OsSRT1-binding genes (red) compared to the total genomic genes (blue). B. Genes with both OsSRT1-binding and expression altered in RNAis plants.
(PPTX) Click here for additional data file.

Figure S6 Two genomic regions that show increased H3K9ac *in OsSRT1* RNAi plants and OsSRT1-binding.
(PPTX) Click here for additional data file.

Table S1 List of genes that showed OsSRT1 binding and H3K9ac increase in *OsSRT1* RNAi plants. The 37 genes on which OsSRT1-binding peaks overlapped with that of H3K9ac increases are marked in yellow.
(PDF) Click here for additional data file.

# Supplementary material for: The Rice NAD+-Dependent Histone Deacetylase OsSRT1 Targets Preferentially to Stress- and Metabolism-Related Genes and Transposable Elements
**Source:** PLoS One. 2013 Jun 25;8(6):e66807. doi: 10.1371/journal.pone.0066807
**Supplement:** Figure S1 — Western blot analysis of SRT1 in wild type (MH63) and OsSRT1 RNAi plants. Affinity purified anti-OsSRT1 was used in Western blots to detect OsSRT1 levels. E. coli –produced OsSRT1-GST fusion was used as positive controls. Detection of histone H3 by anti H3 was used the loading control.

## Slide 1
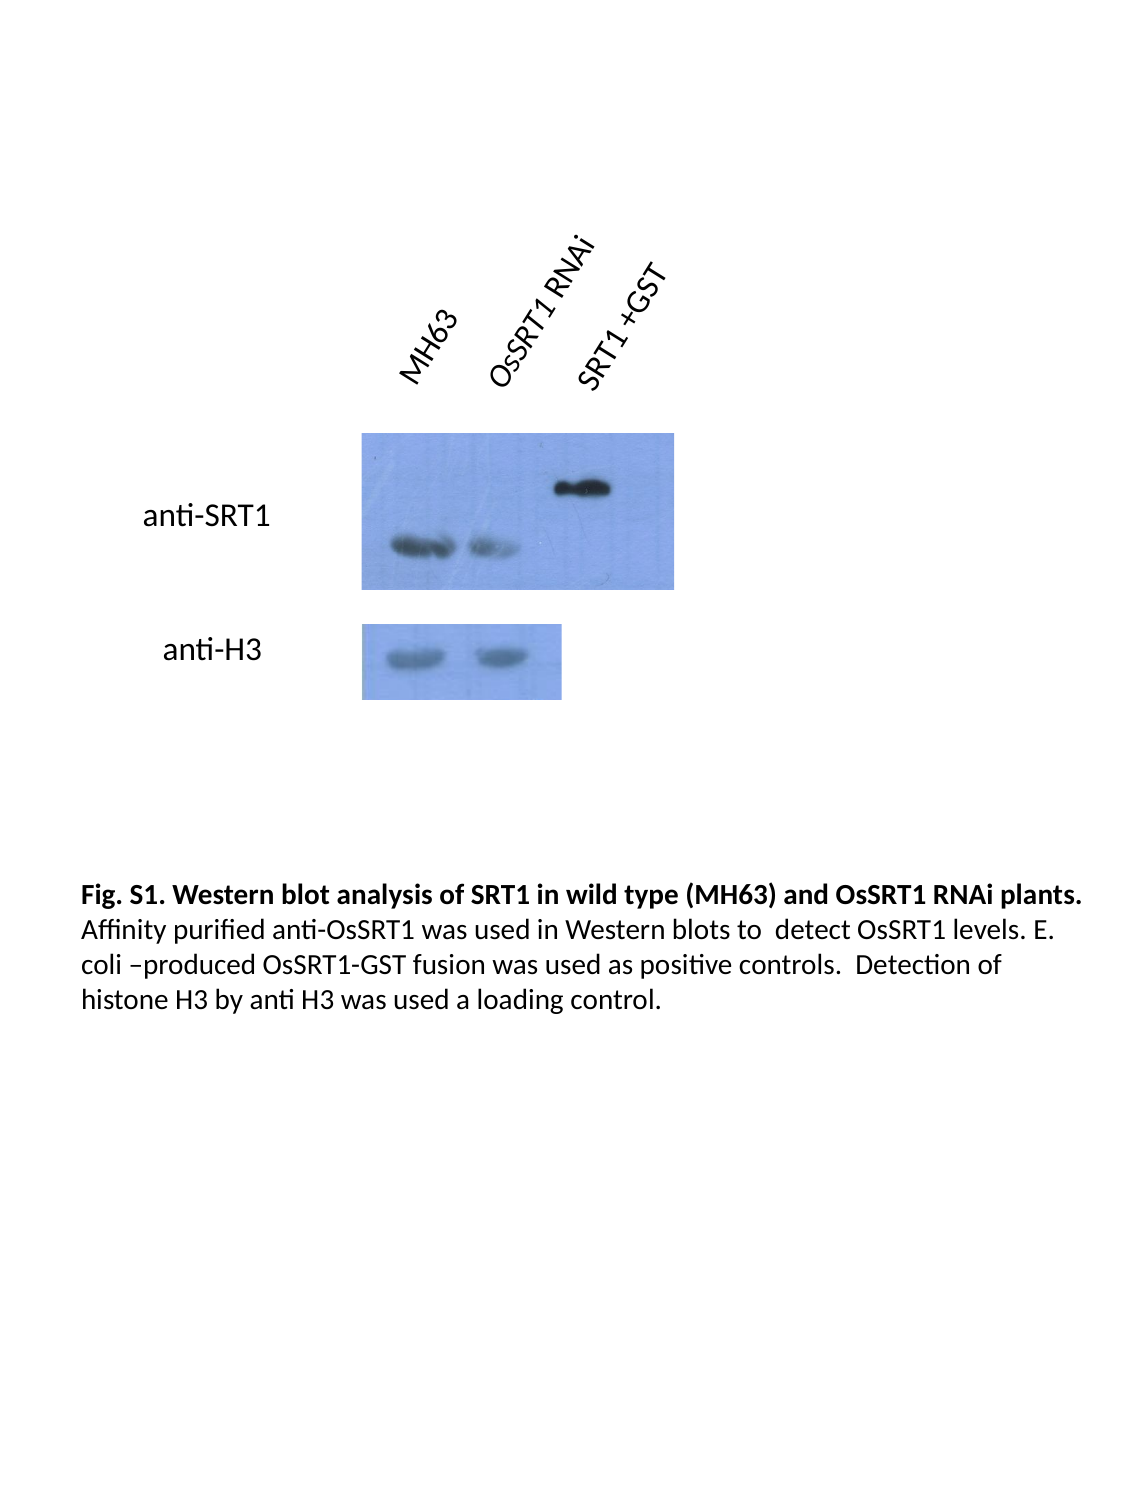

OsSRT1 RNAi
SRT1 +GST
MH63
anti-SRT1
anti-H3
Fig. S1. Western blot analysis of SRT1 in wild type (MH63) and OsSRT1 RNAi plants.
Affinity purified anti-OsSRT1 was used in Western blots to detect OsSRT1 levels. E. coli –produced OsSRT1-GST fusion was used as positive controls. Detection of histone H3 by anti H3 was used a loading control.

# Supplementary material for: The Rice NAD+-Dependent Histone Deacetylase OsSRT1 Targets Preferentially to Stress- and Metabolism-Related Genes and Transposable Elements
**Source:** PLoS One. 2013 Jun 25;8(6):e66807. doi: 10.1371/journal.pone.0066807
**Supplement:** Figure S2 — H3K9ac and OsSRT1 ChIP-seq mapped reads in wild type (MH63) and OsSRT1 RNAi plants. A. H3K9ac and OsSRT1 ChIP-seq mapped reads in wild type (MH63) and OsSRT1 RNAi plants. B. Normalized strand correlation (NSC) and relative strand correlation (RSC) values of the ChIP-seq reads, calculated according to http://www.ncbi.nlm.nih.gov/pmc/articles/PMC3431496/.

## Slide 1
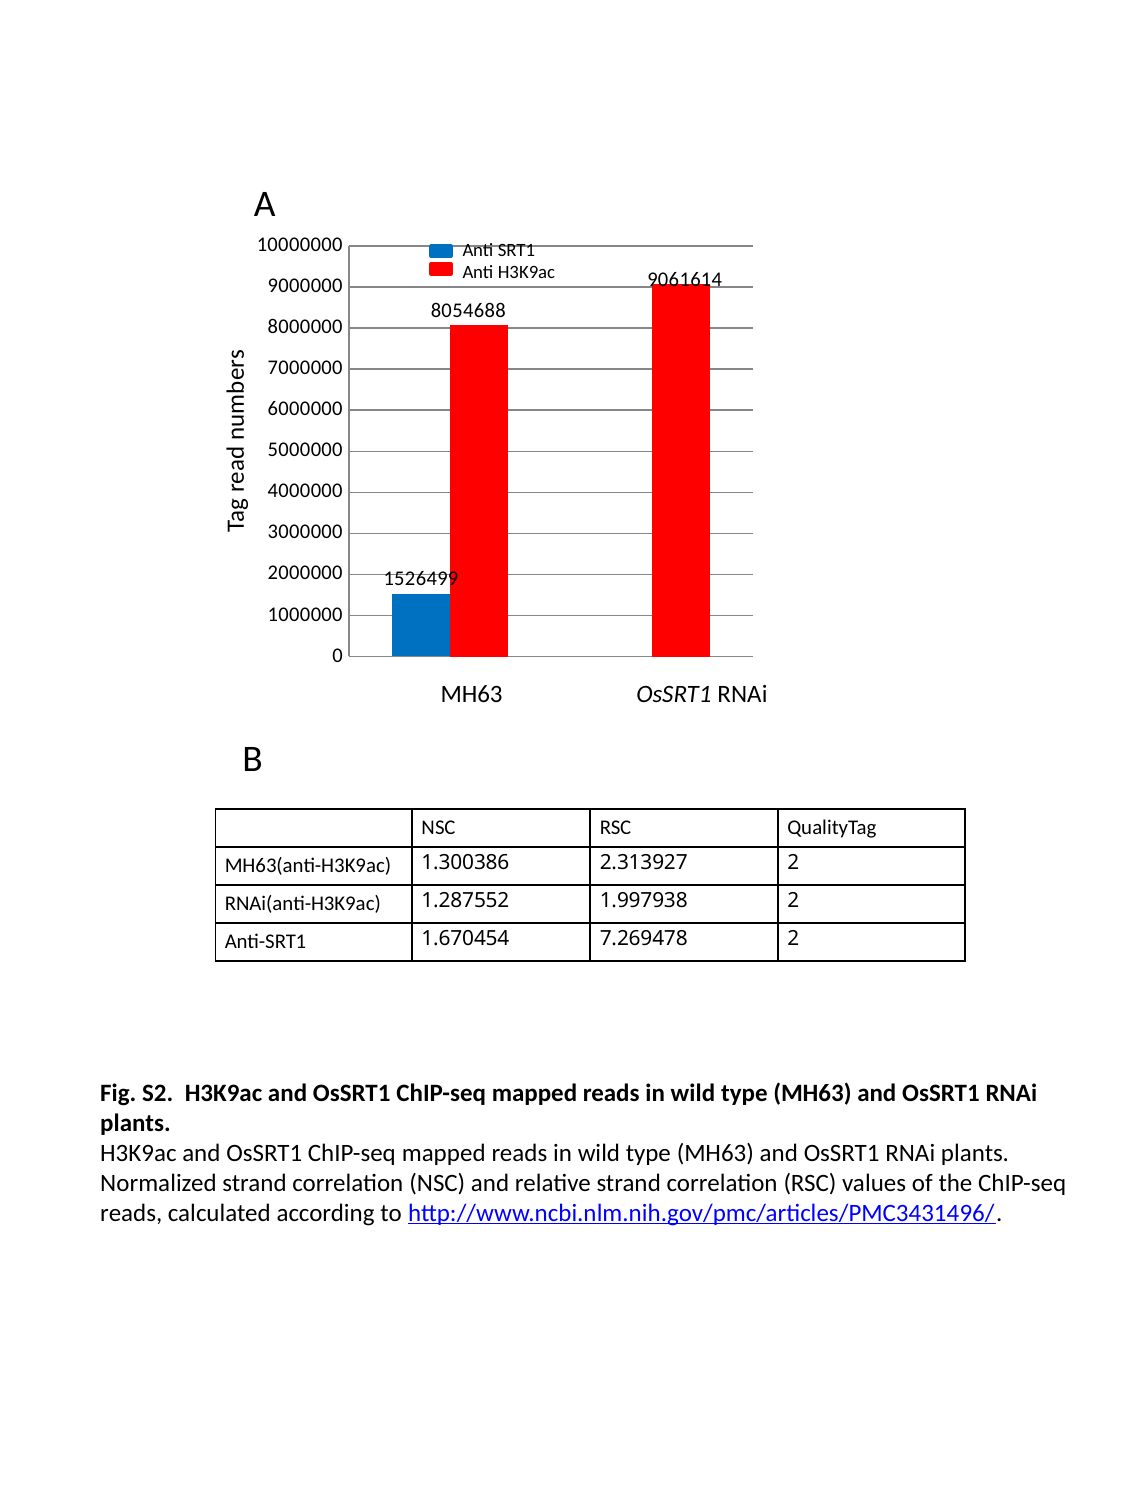

A
### Chart
| Category | anti-SRT1 reads数 | anti-H3K9ac reads数 |
|---|---|---|
| MH63 | 1526499.0 | 8054688.0 |
| srt1-RNAi | None | 9061614.0 |Anti SRT1
Anti H3K9ac
Tag read numbers
MH63 	 OsSRT1 RNAi
B
| | NSC | RSC | QualityTag |
| --- | --- | --- | --- |
| MH63(anti-H3K9ac) | 1.300386 | 2.313927 | 2 |
| RNAi(anti-H3K9ac) | 1.287552 | 1.997938 | 2 |
| Anti-SRT1 | 1.670454 | 7.269478 | 2 |
Fig. S2. H3K9ac and OsSRT1 ChIP-seq mapped reads in wild type (MH63) and OsSRT1 RNAi plants.
H3K9ac and OsSRT1 ChIP-seq mapped reads in wild type (MH63) and OsSRT1 RNAi plants.
Normalized strand correlation (NSC) and relative strand correlation (RSC) values of the ChIP-seq reads, calculated according to http://www.ncbi.nlm.nih.gov/pmc/articles/PMC3431496/.

# Supplementary material for: The Rice NAD+-Dependent Histone Deacetylase OsSRT1 Targets Preferentially to Stress- and Metabolism-Related Genes and Transposable Elements
**Source:** PLoS One. 2013 Jun 25;8(6):e66807. doi: 10.1371/journal.pone.0066807
**Supplement:** Figure S3 — Gene expression level is positively correlated to H3K9ac. Rice genes were divided into 3 tiers (low, middle and high) according to microarray signals and compared to average H3K9ac sequence tag density.

## Slide 1
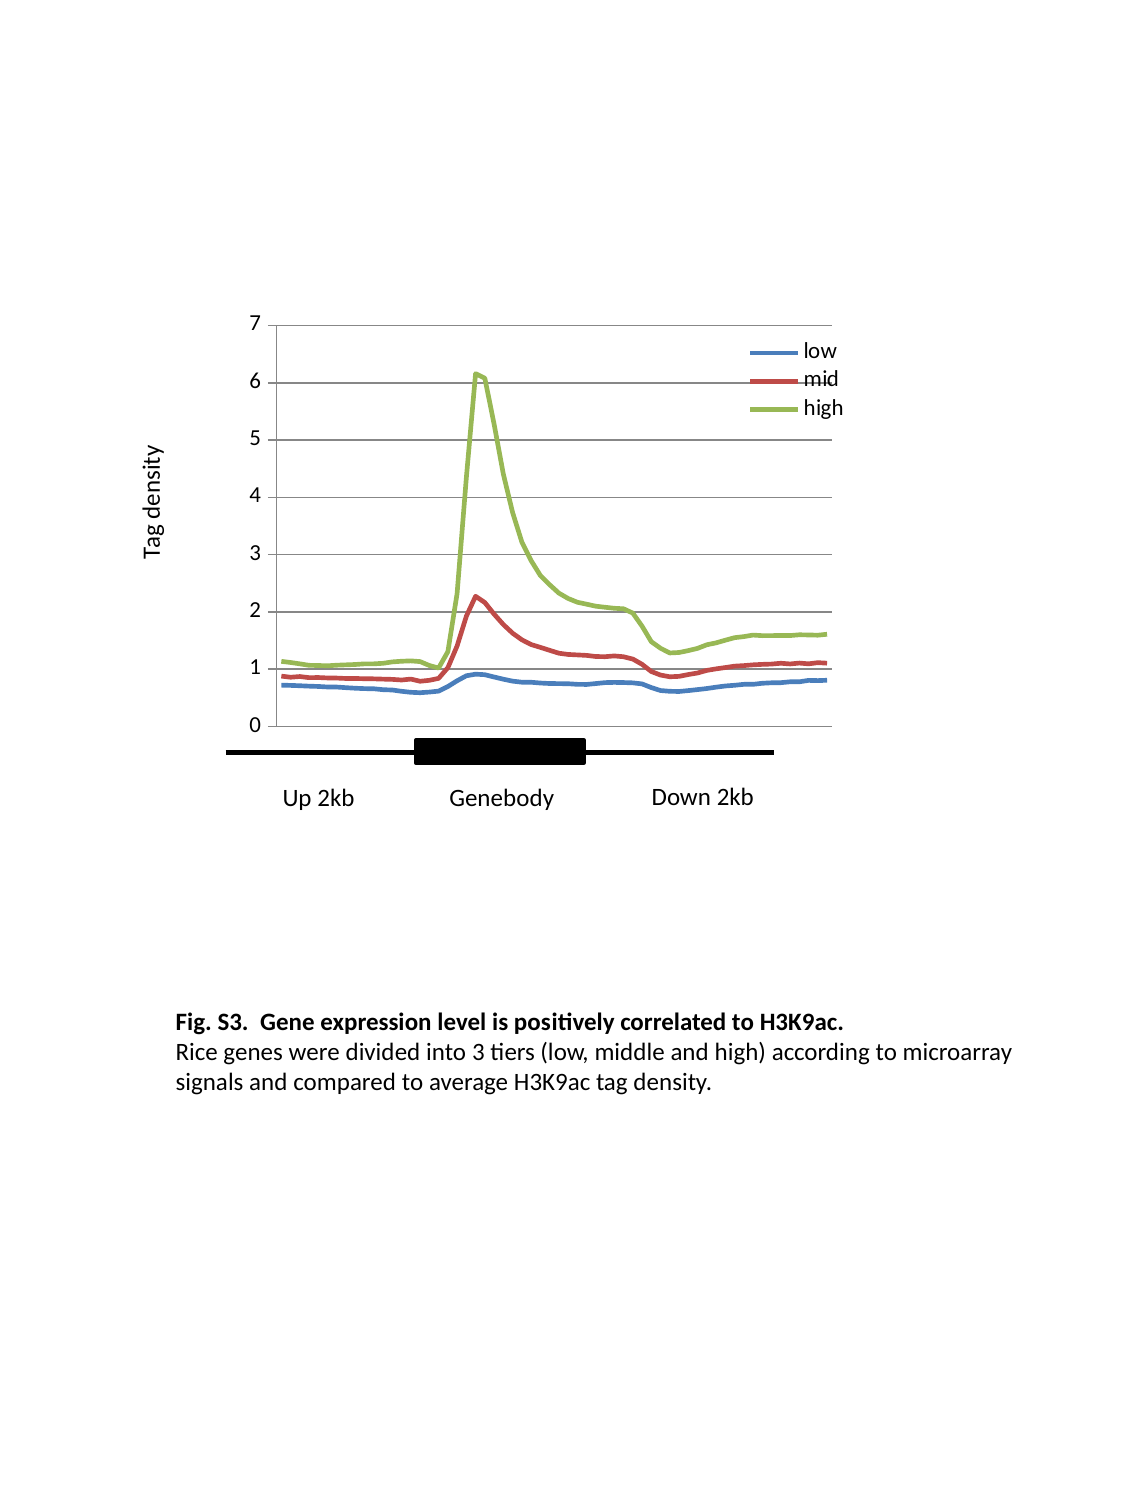

### Chart
Down 2kb
Up 2kb
Genebody
Fig. S3. Gene expression level is positively correlated to H3K9ac.
Rice genes were divided into 3 tiers (low, middle and high) according to microarray
signals and compared to average H3K9ac tag density.

# Supplementary material for: The Rice NAD+-Dependent Histone Deacetylase OsSRT1 Targets Preferentially to Stress- and Metabolism-Related Genes and Transposable Elements
**Source:** PLoS One. 2013 Jun 25;8(6):e66807. doi: 10.1371/journal.pone.0066807
**Supplement:** Figure S4 — Gene ontology analysis of genes with increased H3K9ac (FDR<0.05). The red columns represent OsSRT1 RNAi plants and the blue columns represent the total genes.

## Slide 1
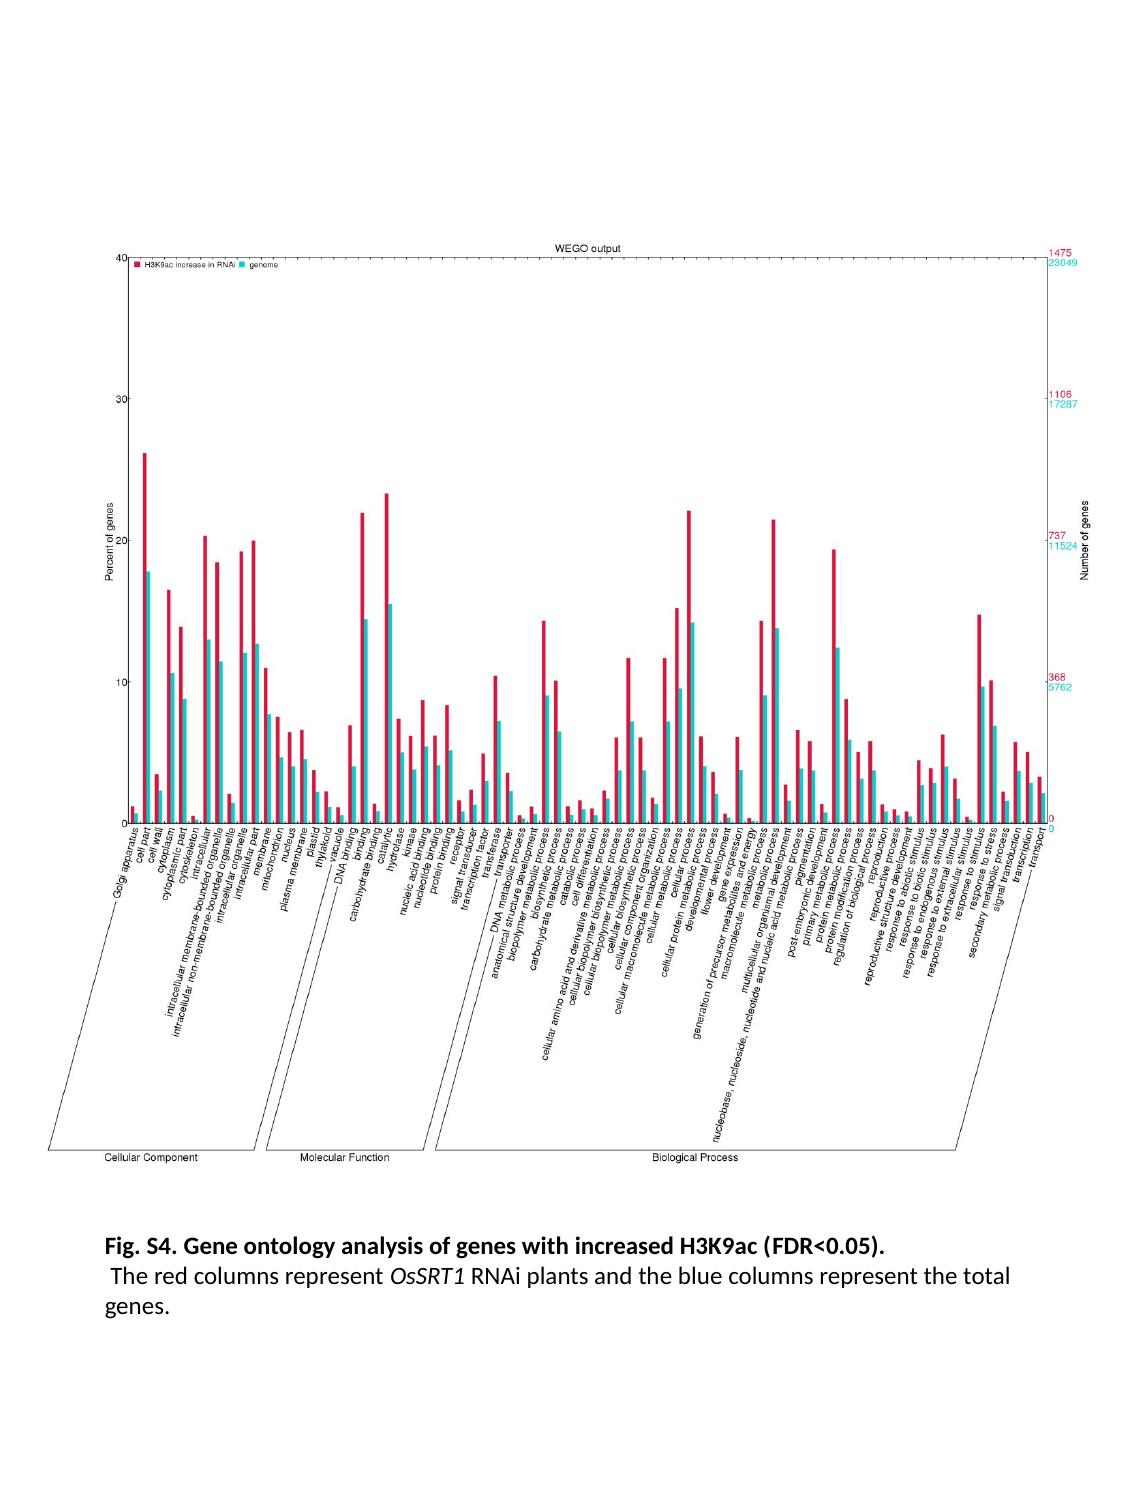

Fig. S4. Gene ontology analysis of genes with increased H3K9ac (FDR<0.05).
 The red columns represent OsSRT1 RNAi plants and the blue columns represent the total genes.

# Supplementary material for: The Rice NAD+-Dependent Histone Deacetylase OsSRT1 Targets Preferentially to Stress- and Metabolism-Related Genes and Transposable Elements
**Source:** PLoS One. 2013 Jun 25;8(6):e66807. doi: 10.1371/journal.pone.0066807
**Supplement:** Figure S5 — Gene ontology analysis of OsSRT1-binding genes (FDR<0.05). A. OsSRT1-binding genes (red) compared to the total genomic genes (blue). B. Genes with both OsSRT1-binding and expression altered in RNAis plants.

## Slide 1
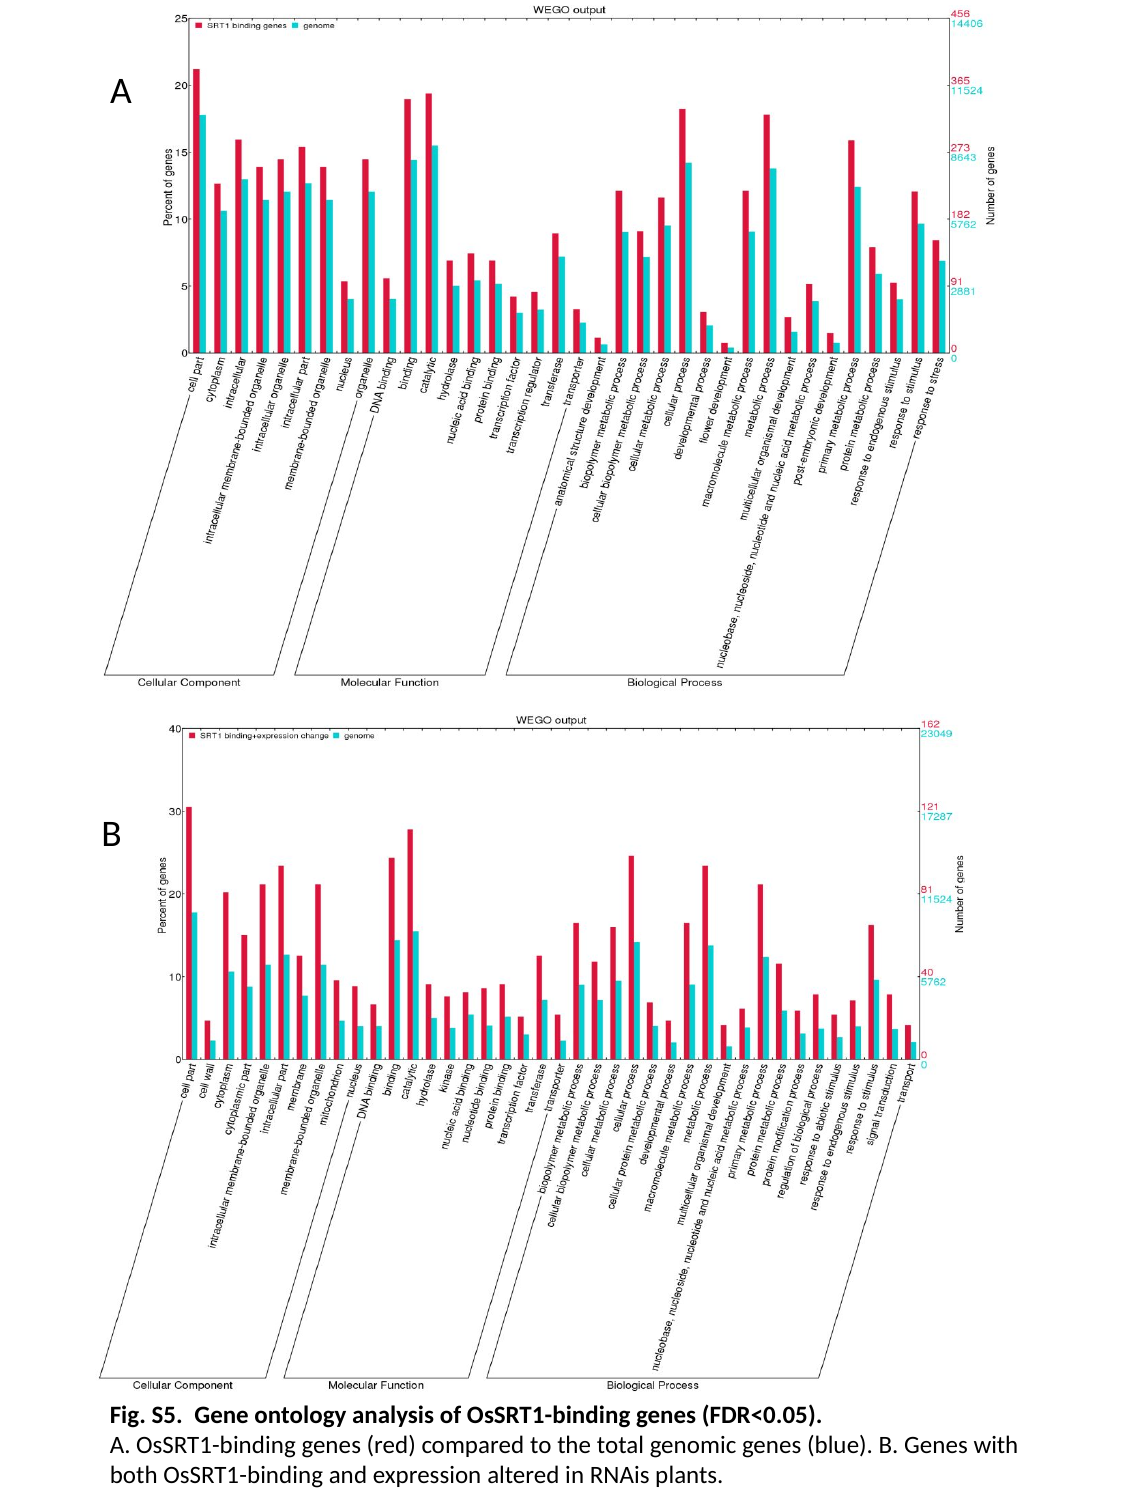

A
B
Fig. S5. Gene ontology analysis of OsSRT1-binding genes (FDR<0.05).
A. OsSRT1-binding genes (red) compared to the total genomic genes (blue). B. Genes with both OsSRT1-binding and expression altered in RNAis plants.

# Supplementary material for: The Rice NAD+-Dependent Histone Deacetylase OsSRT1 Targets Preferentially to Stress- and Metabolism-Related Genes and Transposable Elements
**Source:** PLoS One. 2013 Jun 25;8(6):e66807. doi: 10.1371/journal.pone.0066807
**Supplement:** Table S1 — List of genes that showed OsSRT1 binding and H3K9ac increase in OsSRT1 RNAi plants. The 37 genes on which OsSRT1-binding peaks overlapped with that of H3K9ac increases are marked in yellow.

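The table lists for each gene the number of reads of its OsSRT1 peak and its H3K9ac read numbers in wild type and RNAi, which are those of the deposited gene lists and are not scaled to library size. Where the wild type number is left blank, the gene was not in the wild type list. When the reads of both libraries were recounted over the same bases, every gene of the table had wild type reads. The genes not in the wild type list had a median of 77 wild type and 119 RNAi reads, and over all genes of the table the medians were 129 and 177. Gene annotations and microarray folds in 3 repeats are given beside the read numbers. The microarray folds, and the marking of genes by colour, were not analysed here.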

**Table S1.** List of genes that showed OsSRT1 binding and H3K9ac increase in *OsSRT1* RNAi plants. The 37 genes on which OsSRT1-binding peaks overlapped with that of H3K9ac increases are marked in yellow.

How the deposited data were processed for this re-analysis (not part of the article)

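H3K9ac was measured by ChIP-seq in wild type MH63 and OsSRT1 RNAi rice seedlings, and OsSRT1 binding in wild type seedlings, all 11 days old, with 1 library per condition. No value has a replicate check, and input DNA was not used here. The libraries held 8054688 (H3K9ac, wild type), 9061614 (H3K9ac, RNAi) and 1526499 (OsSRT1) mapped reads. A median H3K9ac peak rests on 158 to 170 reads and a median OsSRT1 peak on 12, so that single OsSRT1 peaks are known with little precision.

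The authors mapped the reads with MAQ, default parameters, to MSU6.0 and kept reads at unique locations with fewer than 2 mismatches. The deposited read files give position, strand and sequence of each read, with a score that is 0 throughout and was not used. The authors called peaks with MACS 1.4.0rc2 on each library alone, without a control, at a p-value of 1e-05, a band width of 300 bp and model folds from 10 to 30. In the deposited peak lists, the count is the number of reads in the peak, the score is 10 times the negative log10 of the p-value, and the fold is the enrichment over the local background that MACS estimated from the same library. MACS kept at most 2 reads per position in the H3K9ac libraries and 1 in the OsSRT1 library. The deposited gene lists give for each gene with a peak in its body or within 2 kb a read count, which the authors did not scale and which was found to be the count of its peak or the sum over its peaks. Because the peaks were called separately in each library, such a sum moves with how much was called.

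Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. NSC and RSC were computed from read starts on both strands. Peaks were compared by an overlap of at least 1 bp and OsSRT1 peaks were also placed at random on the same chromosomes 1000 times. Where reads are given per library size, they are per 1000000 mapped reads. The profiles around OsSRT1 summits are the exception. They keep 1 read per position and strand and are given per 1000000 of the reads kept. Gene numbers were compared as deposited and after scaling by the number of mapped reads, and set beside 10000 random gene lists. For the comparison of regions, peaks of both H3K9ac libraries were merged, each read was moved to the centre of its fragment, and an exact two-sided binomial test with Benjamini-Hochberg adjustment was applied at an adjusted p of 0.05 and 2-fold. This test compares 2 libraries and not conditions. Region ratios carry a pseudocount of 0.5 reads. A fold against 0 reads is computed with 3 reads in place of 0, which takes the other number as exact, and is given with the lower limit of the exact interval. Intervals are exact (Clopper-Pearson) at 95%, and they and the lower bounds cover counting error only, because the reads come from PCR products without molecular identifiers. H3K9ac reads within 500 bp of OsSRT1 summits were set beside 10000 random sets of windows drawn from the 200 windows nearest in read number to each site. Motifs were searched in read sequences, in OsSRT1 peaks and in 10 random windows per peak. Coordinates are 1-based on MSU6.0, as in the deposited files.

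To recount a gene over the same bases, the gene was linked to peaks by its chromosome, its read count in the deposited list and the order of loci along the chromosome, anchored by genes whose count is found in only 1 place, with at most 4 peaks within 30000 bp per gene. This rule was settled after the data had been seen and after some genes had been found wrongly linked. In a test on simulated lists, 99.5% (wild type H3K9ac), 99.6% (RNAi H3K9ac) and 98.1% (OsSRT1) of links were right. Links were found for 19759 of 19761, 19862 of 19865 and 1817 of 1824 genes. The reads of both libraries were then counted over the union of the gene's peaks.

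The region test, the links of genes to peaks, the strand correlation and the caller were tested on simulated data. The random placements, lists and windows, the motif and telomere searches, the GC trend and the search for shared sequence were not. In the 18650 regions, 99.5% of 200 regions changed by known folds were called and 0 of the others. The simulated reads varied by counting alone. In the real regions with at least 200 reads, the variance of the log2 ratio was 5.83 times that of counting. The simulation therefore does not tell how many regions called in the data are false. Cross-correlation of simulated fragments of 180 bp gave 180 bp, and the caller found 300 of 300 planted sites. Those reads were simulated without strands, so the pairing of strands was not tested. Each planted site also held more reads than a median OsSRT1 peak, so the result does not carry over to weak peaks.

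Genes and peaks named in the text were chosen by a rule set beforehand: the genes of Fig. 4 and Fig. 5A in the gene lists; of Table S1, the 3 genes with the largest ratio and, of those listed in RNAi only, the 3 with the most reads; of genes with at least 50 reads in both H3K9ac lists, the 3 largest increases and decreases; and the 3 OsSRT1 peaks with the highest score. Single regions with large gains and sites with piled reads were named after their values were seen. Gene annotations are those of Table S1.

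Alternatives were other minimums of reads, score, fold and overlap, single reads per position, other scalings, the RNAi in place of the wild type library, and other windows and mismatch limits. Gene coordinates and the genome sequence were not used here, so peaks in genic regions, profiles over genes, TE families, gene ontology and the MEME search were left out. Expression arrays and ChIP-PCR were not analysed here, and transcription factor genes only through the numbers in Table 1.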

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

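For the regions with large gains, the tests of missing sequence, of shared sequence and of OsSRT1 read density were chosen after the result was seen, as were the test of copy number at sites with piled reads and the thresholds of 8-fold and of 3 reads per position, whereas the tests of amplified fragments, of the flanks and of overlap with OsSRT1 peaks were set down before their values were known.

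In 71 of the 18650 H3K9ac regions the scaled number of reads was more than 8-fold higher in RNAi than in wild type, and in 0 it was more than 8-fold lower. These regions stand out because the paper counts genes past 2-fold and does not describe them. At 4-fold, 196 regions gained and 16 lost, and at 2-fold 495 gained and 304 lost. All 71 regions were peaks of the RNAi library. They lay on 12 chromosomes, had a median length of 1227 bp and medians of 7 reads in wild type and 120 in RNAi, and were linked to 95 genes, of which 16 were in the wild type list. Named after their values were seen, the largest gains after that on chromosome 12 from 8231056 to 8231892 (0 and 139 reads) were on chromosome 4 from 10059111 to 10060106 of MSU6.0 (0 and 119 reads, at least 35.3-fold with 3 reads in place of 0 and at least 28.2-fold by the lower limit of the exact interval) and on chromosome 11 from 874802 to 875739 (0 and 71 reads). A region on chromosome 10 from 2689582 to 2690808 had 4 and 315 reads, a scaled ratio of 62.3 (95% interval 27.1 to 259).

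Several technical explanations are argued against by these tables. Sequence missing from the wild type plants would leave no reads in a library made from them, but 94.4% of the regions (67) had a read in such a library and 54 had at least 3 wild type H3K9ac reads per kb. Their median of 6.02 wild type reads per kb was below the 14.3 outside all regions, and the regions from 8231056 on chromosome 12 and from 10059111 on chromosome 4 had 0 OsSRT1 reads as well, so missing sequence stays open for single regions. Amplified copies of a few fragments would share positions, but 87.8% of the RNAi reads lay at distinct positions and strands. This argues against such copies as the main source. The share was 89.3% to 90.9% in sets of other regions of like read number, and 88.8% in the lowest set. The gained regions lay below all these sets, so a small part of amplified copies stays open. Longer segments present in more copies would raise the flanks, where the scaled ratio was 1.00 from 2000 to 10000 bp beside the regions (21356 wild type and 24101 RNAi reads). Loss of OsSRT1 bound at the regions is the biological explanation that the design gives. The OsSRT1 library had 3.31 reads per kb and 1000000 reads there (455 reads, exact Poisson 95% interval 3.01 to 3.63). The density in OsSRT1 peaks was higher (34.7 in all of them and 19.7 without the 48 peaks that had at least 3 reads per distinct position). Peaks are called where reads are dense and 0 lay on the regions, so this difference was largely fixed in advance and decides nothing. Binding at the regions stays open, since the density lay at percentile 47 of sets of other regions (2.92 to 4.42). The overlap with OsSRT1 peaks decides nothing, because 0 were found where 0.982 would be expected. Removing the trend of the ratio with GC content left 72 regions past 8-fold gain and 2 past 8-fold loss.

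What also stays open is sequence shared between the regions. Among the 71 regions, 13 pairs made up of 16 regions shared at least 10 words of 21 bases, whereas 100 sets of other regions had a median of 0 such pairs and at most 3. A candidate explanation for this part of the regions is that repeated sequence families gained H3K9ac together. The test does not separate a gain at each copy from reads of 1 copy being placed at several. An indirect effect of OsSRT1 down-regulation, and any other difference between the RNAi line and the wild type plants, were not tested, because there is 1 library of each.

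Read piles are the other result. On chromosome 9 from 7411538 to 7411916 of MSU6.0, 13802 OsSRT1 reads lay on 35 distinct positions, which is 0.904% of the library, and the paper does not describe this site. The wild type H3K9ac library had 6235 reads on 33 positions there (0.0774%) and the RNAi H3K9ac library 6367 on 27 (0.0703%). In all, 48 OsSRT1 peaks (2.86%) had at least 3 reads per distinct position and held 22687 of the 50526 reads inside OsSRT1 peaks. At these peaks the median was 2.19 wild type H3K9ac reads per distinct position, and both H3K9ac libraries had at least 2 reads per position at 22 of them, compared with 1 of the other 1628 peaks. This is consistent with sequence present in more copies in the plants than in the reference. The piles occur in libraries of both antibodies and both genotypes. Whether the higher share in the OsSRT1 library reflects binding was not tested. MACS kept 1 read per position in this library, so that 35 reads of the site entered the deposited peak.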

How the results depend on the processing

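Counting genes at exactly 2-fold, the recount of reads over the same bases and the motif search against windows with like numbers of read positions were chosen after the results were seen, as was the rule that links genes to peaks. The other alternatives, like the settings of the results as reported, were fixed before the data were examined.

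In all, 28 results gave 78 values under alternatives. Of these, 0 were labelled as reversed, but each count was labelled on its own. Among genes in both lists the balance did reverse, from 792 increased and 429 decreased as deposited to 575 and 640 after scaling. That combination was not among the 78 values. A value was taken as unchanged within the interval of the reported value or, for counts, within 1.5 times of it. For the motif test it had to stay on the same side of 0.05. NSC and RSC had to be equal as printed, and by this stricter rule all their alternatives counted as changed. By these rules 36 of the 78 values were unchanged. Reads per library, marked genes per library, the numbers of genes changed more than 2-fold after scaling to library size, and regions with different reads under other expected shares, single reads per position, unmoved reads and a minimum of 50 reads were among these. For the values below that follow a stricter or looser threshold, fewer or more items pass by construction. For the others the cause was not tested.

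With 1 read per position and strand, NSC was 6.50 in wild type H3K9ac, 5.47 in RNAi H3K9ac and 63.9 in the OsSRT1 library, and RSC was 2.27, 1.95 and 8.00. Without the 1% of 1-kb bins with the most reads, NSC was 7.29, 6.33 and 78.4, and RSC 2.53, 2.14 and 15.4. RSC from all reads was below 1 in each library.

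A score of at least 100 left 9571, 10277 and 64 peaks of 15568, 15888 and 1676, and a fold enrichment of at least 10 left 140, 219 and 665. The share of RNAi H3K9ac peaks overlapping wild type peaks (80.5%) was 79.0% with an overlap of 50% of both peaks, 76.6% with scores of at least 100 and 82.2% as the share of wild type peaks. The share of OsSRT1 peaks overlapping H3K9ac peaks was 17.2% with scores of at least 100 and 14.6% among the higher-scoring 50% of the OsSRT1 peaks.

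With at least 100 reads, 83.9% of RNAi-marked genes were also marked in wild type. With at least 15 reads, 629 of the 1824 OsSRT1-binding genes were left, and 296 of the 754 marked by H3K9ac. Genes in both lists only gave 792 increased (3676 in the full lists), 429 decreased (3209) and 38 increased OsSRT1-binding genes (157), and the share of increased genes rose from 53.4% to 64.9%, whereas with scaling as well 575 of these genes increased and 640 decreased. With at least 100 reads in the library with more reads, the numbers were 2421, 1865 and 98. Recounted over the same bases and scaled, they were 438, 248 and 13. The median of OsSRT1-binding genes was 200 with RNAi read numbers, which are larger in that library as a whole.

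At a fold threshold of 1.5, 1049 regions had more and 1023 fewer reads in RNAi (490 and 304 at 2-fold), and the share with more reads fell from 61.7% to 50.6%. The H3K9ac ratio around OsSRT1 summits (0.966) was 0.978 when scaled to reads outside peaks and 0.979 within 1000 bp. The motif enrichment (p = 0.00283, Fisher's exact test) had p = 0.0760, by the same exact test, against windows with like numbers of read positions. Against random windows not matched in this way, the same test gave 9.36e-04 with up to 1 mismatch and 0.00352 among the higher-scoring 50% of peaks. Because the paper derived the sequence from these same peaks, none of these tests is independent support for it. Reads with 3 telomere copies were 0.655 per 1000000 OsSRT1 reads, compared with 11.1 for 2 copies.

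Depth limits the OsSRT1 results. Its peaks had a median of 12 reads, the motif enrichment rests on 5 peaks and the 3-copy telomere value on 1 read. The alternatives for the H3K9ac profile over genes, the OsSRT1 distribution over genes and the share of peaks in genic regions were not run, since gene coordinates were not used here. No paired analysis was possible because each condition has 1 library.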

Differences from the paper's values

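From all mapped reads, NSC was 6.99 for wild type H3K9ac against the paper's 1.300386, 5.97 for RNAi H3K9ac against the paper's 1.287552, and 74.8 for OsSRT1 against the paper's 1.670454. None of the alternatives set before the data were examined (1 read per position and strand, and leaving out the 1% of bins with the most reads) closed these gaps.

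RSC was 0.921 for wild type H3K9ac against the paper's 2.313927, 0.891 for RNAi H3K9ac against the paper's 1.997938, and 0.158 for OsSRT1 against the paper's 7.269478. With 1 read per position and strand it was 2.27, 1.95 and 8.00, which closed all 3 gaps. Leaving out the bins with the most reads gave 2.53 and 2.14 for the H3K9ac libraries, which closed their gaps, and 15.4 for OsSRT1, which did not.

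In units of 1000000, the OsSRT1 library held 1.53 mapped reads, against 15.24 in the paper's text. With 1 read per position and strand it held 1.43, which does not close the gap. Fig. S2 of the paper gives 1526499 reads for this library, the number found here.

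Other values differed by less than 1.5 times. Of the RNAi-marked genes, 85.5% were also marked in wild type against the paper's 93%, and the share was 85.7% with at least 50 reads and 83.9% with at least 100. Overlapping OsSRT1 and RNAi H3K9ac peaks were found for 46 genes of Table S1 against the paper's 37. Marked genes in wild type numbered 19761 against the paper's 19671, and OsSRT1-binding genes among them 754 against the paper's 755 (761 with the RNAi list). The counts of non-TE and TE-related genes with H3K9ac in the paper's text together make the 19761 found here.

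For genes with increased H3K9ac, 3676 were more than 2-fold higher in RNAi or listed in RNAi only, and counting those at exactly 2-fold as well gave 3688, which is the paper's number. That setting was tried after the values were seen.

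The paper states that OsSRT1 reads lack telomere repeats. Here 17 reads of the OsSRT1 library held at least 2 tandem copies of the repeat and 1 read held at least 3, and none lay in an OsSRT1 peak. The paper's text does not name the number of copies it required, so these reads need not conflict with its statement.

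The paper's text states increased H3K9ac on the genes of Fig. 4 from ChIP-PCR. That assay is separate from the read numbers and was not analysed here. LOC_Os03g43700, as the label of a TE-related gene in that figure was read by eye, was found in none of the gene lists analysed here. For Table S1, all 157 genes had higher deposited read numbers in RNAi. Recounted over the same bases and scaled, a comparison chosen after seeing the values, 132 had a ratio above 1 and 25 below 1. Among the latter, LOC_Os06g48500, a gene of Fig. 4, and LOC_Os05g03200 had ratios of 0.934 (95% interval 0.802 to 1.09) and 0.897 (0.786 to 1.02). A recount of 1 library per condition does not test the ChIP-PCR result.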

Other observations

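The tests of NSC and RSC and those that removed the GC trend were set down before their values were known, and all other tests of this part were chosen after the result was seen.

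As deposited, more genes had increased H3K9ac in RNAi (3676) than decreased (3209). Scaled to library size, 3459 increased and 3420 decreased. Scaling divides every RNAi number by the same factor of 1.13 and cannot change the 2884 and 2780 genes listed in RNAi only and in wild type only, so it does not test where the excess comes from. Among genes in both lists, 792 increased and 429 decreased as deposited, and 575 increased and 640 decreased after scaling. Over the same bases an excess stayed after scaling, with 438 genes increased and 248 decreased, and 490 regions with more reads in RNAi against 304 with fewer. The source of either excess was not tested.

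Peaks called in RNAi only may be explained in large part by reads just above the calling threshold in 1 library and just below it in the other. Of the 3091 such peaks, 15.2% differed more than 2-fold over the same bases after scaling, and their median MACS score was 72.2, compared with 151 for RNAi peaks shared with wild type. The same holds for the 2777 peaks called in wild type only, with 10.3% past 2-fold and a median score of 69.5. Whether the peaks past 2-fold reflect the down-regulation of OsSRT1 was not tested.

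The increased read numbers of Table S1 were weighed separately for the 38 genes in both lists and the 119 in the RNAi list only. For the former, a possible explanation is that different peaks of the same gene are compared between the libraries. More peaks were linked in RNAi for 28 of the 38, and over the same bases 2.63% kept a more than 2-fold increase after scaling. For the latter no wild type peak is compared, and over the same bases 12 of them exceeded 2-fold after scaling (95% interval 5.32% to 17.0%). Reads just above the calling threshold in 1 library and just below it in the other were weighed for them in 3 parts. For 8 genes a deposited wild type peak overlapped an RNAi peak of the gene although the gene was not in the wild type list, which argues against this explanation. For 82 genes with no such peak and at most 158 wild type reads, the median of wild type peaks, it is a candidate explanation. Of these, 14.6% (12 genes) exceeded 2-fold, the medians were 48.5 wild type and 70 RNAi reads, and the median MACS score of their RNAi peaks was 64.8. For 29 genes with no such peak and more than 158 wild type reads it stays open. None (0) of these exceeded 2-fold, their medians were 338 wild type and 355 RNAi reads, and the median score of their RNAi peaks was 88.5. Read number alone does not decide there, since 22.2% of the tenth of wild type peaks with the lowest scores also held more than 158 reads, and no wild type score is given where no peak was called. Of the 3674 increased genes that could be recounted, 435 (11.8%, 95% interval 10.8% to 12.9%) kept it, and of the 792 in both lists, 522 (65.9%) had more linked peaks in RNAi, which for genes in the RNAi list only holds by construction. Of the 3209 decreased genes, 243 (7.57%) kept a 2-fold decrease. The recount uses bases called in either library, which for genes called in RNAi only favours RNAi. A smaller increase stays open, since the median ratio of the Table S1 genes was 1.17 and 132 were above 1. However, the genes were selected for higher numbers in RNAi, and over all 873 OsSRT1-binding genes in either H3K9ac list the median ratio was 0.989, at percentile 35.6 of random gene lists (central 95% 0.974 to 1.01), with 13 genes past 2-fold up and 15 past 2-fold down.

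The hypothesis that H3K9ac rises in RNAi where OsSRT1 is bound was tested on the 258 H3K9ac regions with an OsSRT1 peak. Their median ratio of 0.957 lay at percentile 1.68 of random sets of regions with like read number (central 95% 0.960 to 1.03), which argues against a rise. A fall is not established either. The ratio falls with GC content over all regions (Spearman's rho -0.354, with regions as the units, which are not replicates), and with that trend removed the median was 0.972, at percentile 3.48, just inside the central 95% of the random sets (0.969 to 1.03). By the test set down beforehand, GC content bias is therefore a possible explanation of the low ratio. A test added after both GC medians had been seen goes the other way without deciding: the trend, interpolated between 20 classes of GC content, gives a median ratio of 1.01 for these regions, at percentile 80.9 of the random sets and inside their range (0.990 to 1.02), and their median GC content of 49.2% was below the 49.6% of all regions. GC content therefore stays open. What lies behind the low ratio stays open, and no biological explanation of a fall is given by the design.

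GC content bias between the libraries was also weighed for the regions with a 2-fold difference. Of 799 regions past 2-fold, 646 stayed past it with the GC trend removed, where 739 regions passed in all (466 gained and 273 lost). The trend, with median log2 ratios from -0.34 to 0.22 over 20 classes of GC content, is therefore not the whole cause. Other differences between the libraries, biological ones included, stay open, because the SD of the log2 ratio (0.36, against 0.15 from counting) cannot be set against replicates.

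Chance clumps of reads are an unlikely source of the OsSRT1 peaks that a simple caller pairing the strands also found. It made 983 calls at the distance of 200 bp, which overlapped 856 of the 1676 deposited peaks, and at most 56 at distances of 1200 and 2200 bp, where no fragment pairs the strands. Without any distance it made 375. The other 820 deposited peaks were not found by this caller, so for them chance clumps stay open. Without input DNA or an IgG library, accessible or repeated sequence as a source of peaks was not tested.

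The high RSC of the OsSRT1 library in Fig. S2 is not explained by a few sites with very many reads at the same positions. With 1 read per position and strand its RSC was 8.00 and its NSC 63.9, above those of the H3K9ac libraries (RSC 2.27 and 1.95). Such sites do lower RSC when all reads are used, since it was then 0.158. No biological explanation was tested.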
